# Differential transcriptional profiles of vagal sensory neurons in female and male mice

**DOI:** 10.3389/fnins.2024.1393196

**Published:** 2024-05-14

**Authors:** Young-Hwan Jo

**Keywords:** nodose, sex, energy balance, sensory, vagus

## Abstract

**Introduction:**

Differences in metabolic homeostasis, diabetes, and obesity between males and females are evident in rodents and humans. Vagal sensory neurons in the vagus nerve ganglia innervate a variety of visceral organs and use specialized nerve endings to sense interoceptive signals. This visceral organ-brain axis plays a role in relaying interoceptive signals to higher brain centers, as well as in regulating the vago-vagal reflex. I hypothesized that molecularly distinct populations of vagal sensory neurons would play a role in causing differences in metabolic homeostasis between the sexes.

**Methods:**

SnRNA-Seq was conducted on dissociated cells from the vagus nerve ganglia using the 10X Genomics Chromium platform.

**Results:**

Single-nucleus RNA sequencing analysis of vagal sensory neurons from female and male mice revealed differences in the transcriptional profiles of cells in the vagus nerve ganglia. These differences are linked to the expression of sex-specific genes such as *Xist*, *Tsix*, and *Ddx3y*. Among the 13 neuronal clusters, one-fourth of the neurons in male mice were located in the *Ddx3y*-enriched VN1 and VN8 clusters, which displayed higher enrichment of *Trpv1*, *Piezo2*, *Htr3a*, and *Vip* genes. In contrast, 70% of the neurons in females were found in *Xist*-enriched clusters VN4, 6, 7, 10, 11, and 13, which showed enriched genes such as *Fgfr1*, *Lpar1*, *Cpe*, *Esr1*, *Nrg1*, *Egfr*, and *Oprm1*. Two clusters of satellite cells were identified, one of which contained oligodendrocyte precursor cells in male mice. A small population of cells expressed *Ucp1* and *Plin1*, indicating that they are epineural adipocytes.

**Discussion:**

Understanding the physiological implications of distinct transcriptomic profiles in vagal sensory neurons on energy balance and metabolic homeostasis would help develop sex-specific treatments for obesity and metabolic dysregulation.

## Introduction

The visceral organ-brain axis is essential for maintaining metabolic homeostasis and other vital functions such as cardiovascular function, breathing, digestion, food intake, and reward (Williams et al., 2016; Han et al., 2018; Bai et al., 2019; Prescott et al., 2020; Borgmann et al., 2021; Makhmutova et al., 2021; Lovelace et al., 2023). Vagal sensory neurons located in the vagus nerve ganglia consisting of the jugular and nodose ganglia transmit interoceptive signals from visceral organs to the medulla via the vagus nerve. Recent advances in neural mapping and single-cell RNA sequencing have enabled to identify vagal sensory neurons innervating diverse visceral organs, including the larynx, stomach, intestine, pancreas, heart, and lung (Chang et al., 2015; Williams et al., 2016; Han et al., 2018; Bai et al., 2019; Borgmann et al., 2021; Makhmutova et al., 2021; Bassi et al., 2022; Zhao et al., 2022). These prior studies have revealed the highly specialized cellular, molecular, and anatomical organization of vagal sensory neurons (Chang et al., 2015; Williams et al., 2016; Han et al., 2018; Waise et al., 2018; Bai et al., 2019; Kupari et al., 2019; Borgmann et al., 2021; Makhmutova et al., 2021; Bassi et al., 2022; Zhao et al., 2022). For instance, single-cell RNA-seq analysis has uncovered 12–37 molecularly unique subtypes of vagal sensory neurons (Bai et al., 2019; Kupari et al., 2019; Prescott et al., 2020). Furthermore, molecularly distinct subsets of vagal sensory neurons have specific nerve terminals depending on their sensory modalities and functions (Williams et al., 2016; Bai et al., 2019; Borgmann et al., 2021; Zhao et al., 2022), and their functional properties are largely determined by their molecular identity (Chang et al., 2015; Williams et al., 2016; Bai et al., 2019; Borgmann et al., 2021; Makhmutova et al., 2021; Zhao et al., 2022).

It is widely recognized that there are significant differences in metabolic homeostasis, diabetes, and obesity between males and females, both in rodents and humans. Female rodents are less susceptible to diet-induced obesity, insulin resistance, hyperglycemia, and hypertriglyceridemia (Hevener et al., 2002; Hong et al., 2009; Shi and Clegg, 2009; Hwang et al., 2010; Pettersson et al., 2012; Mauvais-Jarvis, 2015; Varlamov et al., 2015). Similarly, premenopausal women are generally protected from metabolic diseases (Morselli et al., 2016), whereas men and postmenopausal women are more likely to accumulate fat in the intra-abdominal depot, which increases the risk of developing obesity-related metabolic complications (Shi and Clegg, 2009). Sex hormones, particularly estrogen, play a significant role in causing this difference in metabolic physiology between the sexes (Mauvais-Jarvis, 2015; Morselli et al., 2016; Krause et al., 2021). In addition to the contribution of sex hormones to metabolic homeostasis, it is plausible that molecularly distinct types of vagal sensory neurons may differentially integrate interoceptive signals at the peripheral level and transmit this filtered information to higher brain centers in a sex-dependent manner. In other words, the expression of genes encoding membrane receptors, ion channels, neurotransmitters, neuropeptides, and intracellular signaling proteins in vagal sensory neurons would be sex- and cell-specific. In this study, I sought to identify differences in the transcriptional profiles of cells in the vagus nerve ganglia of male and female mice.

## Materials and methods

### Animals

All mouse care and experimental procedures were approved by the Institutional Animal Care Research Advisory Committee of Albert Einstein College of Medicine. All experiments were performed in accordance with relevant guidelines and regulations. This study is reported in accordance with ARRIVE guidelines. 8–9 week-old Rosa26-floxed-STOP-Cas9-eGFP mice (stock# 024857) were purchased from Jackson Laboratory. Mice were housed in cages at a controlled temperature (22°C) with a 12: 12 h light–dark cycle and fed a standard chow diet with water provided *ad libitum*.

### Single-nucleus RNA sequencing

Nuclei isolation and single-nucleus RNA sequencing (snRNA-Seq) were performed by the Singulomics Corporation (Singulomics.com, Bronx, NY, United States). Mice were euthanized with overdose of isoflurane (5% or greater). Thirty vagus nerve ganglia were collected from eight male and seven female Rosa26-eGFP^f^ mice injected with AAVrg-Cre into the liver 4 weeks after viral injection (Hwang et al., 2024). The transcriptome data of these GFP-positive liver-projecting vagal sensory neurons were described in the separate study (Hwang et al., 2024). Immediately after tissue collection, 16 vagus nerve ganglia from males and 14 vagus nerve ganglia from females were flash-frozen. Individual tissue samples were divided into separate pools for males and females. These pooled samples were subsequently homogenized and lysed using Triton X-100 in RNase-free water to isolate the nuclei. For nuclear isolation, we followed the 10× genomics protocol, CG000124 (Rev. F). Briefly, isolated cells were centrifuged at 400 g for 5 min at 4°C and the supernatant were removed without disturbing the cell pellet. Cells were completely suspended in 200 μL lysis buffer and lysed on ice for 1 min. We added 800 μL nuclei wash and resuspension buffer containing 1% bovine serum albumin and 0.2 U/μl RNase inhibitor and centrifuged the nuclei at 500 g for 10 min at 4°C. The isolated nuclei were diluted to 700 nuclei/μl for standardized 10x capture. The 10x Genomics single cell protocol was immediately proceeded using 10x Genomics Chromium Next GEM 3’ Single Cell Reagent kits v3.1 (10× Genomics, Pleasanton, CA). Libraries were sequenced using an Illumina NovaSeq 6000 (Illumina, San Diego, CA, United States).

The libraries were sequenced with ~200 million PE150 reads per sample on Illumina NovaSeq. The raw sequencing reads were analyzed with the mouse reference genome (mm10) with the addition of the human growth hormone poly(A) [hgGH-poly(A)] transgene sequence found in AAVrg-Cre using Cell Ranger v7.1.0. Results containing this information have been submitted elsewhere. Introns were included in the analyses. To further clean the data, Debris Identification using the Expectation Maximization (DIEM) program (Alvarez et al., 2020) was used to filter the barcodes (from raw_feature_bc_matrix of each sample), keeping barcodes with debris scores < 0.5, number of features (genes) > 250, and UMI count > 1,000.

Aggregation of the samples was performed with the cellranger aggr function, normalizing for the total number of confidently mapped reads across libraries. We then used the cellranger reanalyze function to analyze the samples with only the filtered, barcodes. The UMAP is generated by the cellranger reanalyze function, running at the default setting. Differential gene expression was determined using the 10x Genomics Loupe Browser (version 7). It should be noted that single-cell DE analysis carries a high risk of false-positive detection of differentially expressed genes. The significant gene test in the Loupe Cell Browser replicated the differential expression analysis in Cell Ranger.

### Statistics

To determine differential gene expression, statistical tests in Cell Ranger generated *p*-values that were adjusted for multiple testing using the Benjamini-Hochberg procedure to control the false discovery rate (FDR). To identify and visualize enriched GO terms, the web-based application Gorilla was used (Eden et al., 2009). Fisher’s exact test was used to determine if there was a significant association between the number of cells in the same cluster (GraphPad, Prism 10). Data were considered significantly different if the *p*-value was less than 0.05.

## Results

### Heterogeneity of vagal sensory neurons in mice

SnRNA-Seq was conducted on dissociated cells from the vagus nerve ganglia using the 10X Genomics Chromium platform (Figure 1A). Low-quality cells and possible doublets were removed using the Cell Ranger and DIEM programs. I analyzed a total of 8,714 cells (3,791 cells from females and 4,923 cells from males). 

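Ganglia were pooled by sex, 14 from 7 female mice and 16 from 8 male mice, 4 weeks after the injection of AAVrg-Cre, and each pool gave 1 library. The deposited values are UMI counts per gene and nucleus, made by the authors with Cell Ranger 7.1.0 on mm10 with introns included, after low-quality nuclei had been removed with DIEM and the libraries had been normalised for confidently mapped reads. The female library held 17435300 UMIs in 3791 nuclei, with medians of 2381 UMIs and 1476 genes per nucleus, and the male library 27529730 UMIs in 4923 nuclei, with medians of 2658 and 1671. The nuclei were clustered anew, without the sex-linked genes and the genes that the paper names, and clusters were called after a cell type ("sensory neuron-like") only from markers fixed before the data were examined. Of 27 clusters, 25 could be named, and they fell into 13 classes. Sensory neuron-like nuclei made up 17.7% (16.5 to 19.0) of the female and 29.8% (28.5 to 31.1) of the male library, or 5.83% and 9.28% when clustered from 10 principal components instead of 20, and cerebellar granule neuron-like nuclei 12.2% (11.2 to 13.3) and 0.589%. Myelinating Schwann cell-like nuclei made up 13.3% and 12.8%, and satellite glia or non-myelinating Schwann cell-like nuclei (called satellite glia-like) 14.2% and 16.7%. The unnamed clusters were cluster 15, with 7.597% and 6.56%, and cluster 21, with 2.53% and 0.569%. Separately, each nucleus was assigned to the published cluster whose averages in Supplementary Table 1 gave the highest likelihood of its UMIs. Levels are UMIs per 1000000 UMIs of a group (UPM). Intervals in parentheses are exact 95% intervals (Poisson for levels, Clopper-Pearson for shares, conditional binomial for ratios) and cover counting error only. As there was 1 library per sex, no replicates exist, nuclei were not taken as replicates, and no test was run.

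**Figure D1:**
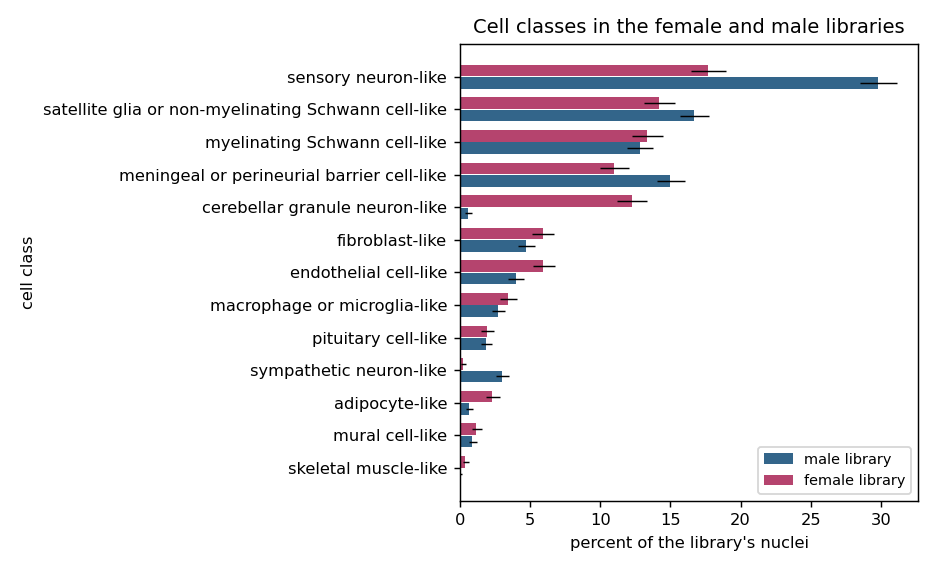
Percent of each library's nuclei (x axis) in each cell class called from markers (y axis), for the female and male libraries with exact 95% intervals. Sensory neuron-like nuclei are 17.7% of the female and 29.8% of the male library, and with 10 principal components, not shown, 5.83% and 9.28%.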

The t-distributed stochastic neighbor embedding (t-SNE) projection revealed 20 individual clusters (Figures 1B,C; Supplementary Table 1). Of the 20 clusters, 13 clusters expressed neuronal marker genes, including microtubule associated protein 2 (*Map2*), synapsin 1 and 2 (*Syn1 and Syn2*), and solute carrier family 17 member 6 (*Slc17a6*), indicating that they were vagal sensory neurons (VN; n = 6,160 out of 8,714 cells). These neurons were further subdivided into 13 clusters (VN1-VN13). 

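Neuronal transcripts were found in all 13 VN clusters, and sensory neuron-like nuclei almost only in VN1, VN2, VN8 and VN9. That name was given to whole clusters of nuclei, and UMIs of sensory neuron markers were seen in other VN clusters too. *Map2* (ENSMUSG00000015222), on chromosome 1 of mm10 from 66175273 to 66442583, was at 837 (822 to 853) UPM in VN1, 677 in VN8, 489 in VN2, 436 in VN7 and 432 in VN11, and at 84.3 (VN13) to 332 (VN5) in the other VN clusters. Macrophage or microglia-like nuclei (macrophage-like nuclei), which should lack neuronal genes, had 147 (116 to 183). *Slc17a6* was at 193 in VN8, 178 in VN2 and 142 in VN1, at 37.9 (VN7) to 141 (VN5) in the other VN clusters, and at 83.5 (60.9 to 112) in macrophage-like nuclei. At least 1 *Slc17a6* UMI was seen in 66.7% of VN1 nuclei, at a median of 12101 UMIs per nucleus, and in 12.9% of macrophage-like nuclei, at a median of 1789.5. After every nucleus was thinned to 1000 UMIs, these shares were 13.1% and 8.37%. *Syn1* was at 187 (VN1) to 264 (VN9) in the clusters with sensory neuron-like nuclei and at 66.8 in macrophage-like nuclei, and *Syn2* at 425 in VN7, 407 in VN1, 342 in VN8 and 92.8 in macrophage-like nuclei. Of the 6201 nuclei assigned to the 13 VN clusters, 2137 were sensory neuron-like (34.5%, 33.3 to 35.7). They were 89.4% of VN1, 93.1% of VN2, 87.5% of VN8 and 99.7% of VN9, and 4.93% or less of each other VN cluster. From *Map2*, *Syn1*, *Syn2* and *Slc17a6*, the paper concludes that the 13 clusters were vagal sensory neurons.

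**Figure D2:**
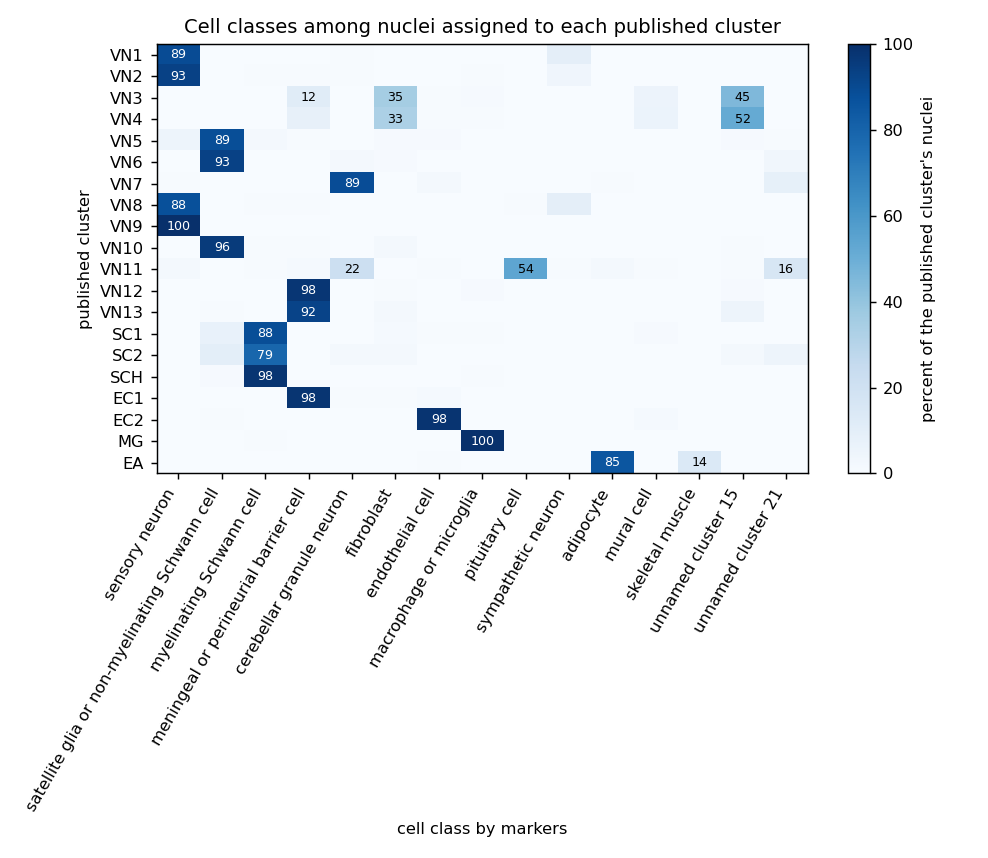
Percent of the nuclei assigned to each published cluster (y axis) that belong to each cell class called from markers (x axis). Sensory neuron-like nuclei are 87.5% to 99.7% of VN1, VN2, VN8 and VN9.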

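Myelin transcripts were far higher in SC1, SC2 and SCH than in MG, whose nuclei should not make them. *Prx* was at 494 (456 to 535), 613 (558 to 672) and 780.2 (728 to 835) UPM in SC1, SC2 and SCH, against 27.6 (14.7 to 47.1) in MG, and *Ncmap* at 179, 213 and 226, against 10.6. Myelinating Schwann cell-like nuclei made up 88.4% of SC1, 79.3% of SC2 and 97.8% of SCH. Satellite glia-like nuclei made up 7.16% of SC1 and 9.86% of SC2, and most of them were in VN5, VN6 and VN10, of which they made up 88.6%, 93.2% and 95.6%.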

Among the 20 clusters, three expressed glial cell marker genes: periaxin (*Prx*), non-compact myelin-associated protein (*Ncmap*), and myelin protein zero (*Mpz*; Figure 1D). One of these clusters was identified as myelinating Schwann cells based on the high expression of peripheral myelin protein 2 (*Pmp2*), ADAMTS-like 1 (*Adamtsl1*), and Erb-B2 receptor tyrosine kinase 4 (*Erbb4*) compared to the other two clusters (Supplementary Table 2). These genes are considered myelinating Schwann cell markers (Chen et al., 2006; Yim et al., 2022). 

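All 3 of these genes were higher in SCH than in SC1 and SC2 combined, over both libraries and within each. The log2 ratio was 2.96 (2.70 to 3.22) for *Adamtsl1*, from 639 and 151 UMIs, and 2.78 (2.57 to 3.00) for *Erbb4*, from 848 and 227 UMIs. For *Pmp2*, on chromosome 3 of mm10 from 10179851 to 10183929, it was 1.86 (1.36 to 2.38), from 99 and 50 UMIs. Within the female and male libraries the ratio of *Pmp2* was 3.10 and 1.67, that of *Erbb4* 2.42 and 3.13, and that of *Adamtsl1* 3.24 and 2.99.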

Only one cluster expressed mannose receptor c-type 1 (*Mrc1*), a microglia (MG) marker gene (*n* = 267 cells). Additionally, two clusters expressed endothelial cell (EC) marker genes: platelet-derived growth factor receptor alpha (*Pdgfra*) and endomucin (*Emcn*; Figure 1D). 

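*Mrc1*, on chromosome 2 of mm10 from 14229392 to 14332057, was at 1346 (1243 to 1455) UPM in the 240 nuclei assigned to MG and at 2.96 (VN1) to 33.8 (VN7) in the other published clusters. At least 1 UMI was seen in 65.8% of MG nuclei, at a median of 1734.5 UMIs per nucleus, and in 3.79% of sensory neuron-like nuclei, at a median of 7300. Thinned to 1000 UMIs, the shares were 59.0% and 0.561%. Of the MG nuclei, 239 were macrophage-like.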

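*Emcn* was highest in EC2, while *Pdgfra* was higher in EC1 and in fibroblast-like nuclei. *Emcn* was at 312 (279 to 346) UPM in EC2 and 13.7 (8.60 to 20.8) in EC1. *Pdgfra* was at 109 (93.0 to 126) in EC1 and 16.4 (9.75 to 26.0) in EC2, at 141 in VN3 and 179 in VN4, and at 374 (337 to 414) in fibroblast-like nuclei. By the fixed markers, 98.2% of EC2 nuclei were endothelial cell-like and 97.8% of EC1 nuclei were meningeal or perineurial barrier cell-like (barrier cell-like).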

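Fat cell transcripts were concentrated in 130 nuclei, 96 in the female and 34 in the male library. In these nuclei *Pparg* was at 3364 (3209 to 3525) UPM, *Plin1* at 601 (536 to 671) and *Ucp1*, the uncoupling protein of brown fat, at 507 (448 to 572). In MG the same genes were at 40.3, 6.36 and 21.2. *Ucp1* was seen in 46.9% of EA nuclei, at a median of 3163 UMIs per nucleus, and in 3.75% of MG nuclei, at a median of 1734.5, and after thinning in 29.2% and 2.09%. By the fixed markers, 85.4% of the nuclei were adipocyte-like and 13.8% skeletal muscle-like.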

Interestingly, a small number of cells expressed adipocyte marker genes, including perilipin 1 (*Plin1*), uncoupling protein 1 (*Ucp1*), and peroxisome proliferator-activated receptor gamma (*Pparg*; Figures 1C,D), suggesting that they were epineural adipocytes (EA; n = 132 cells).

**Figure 1:**
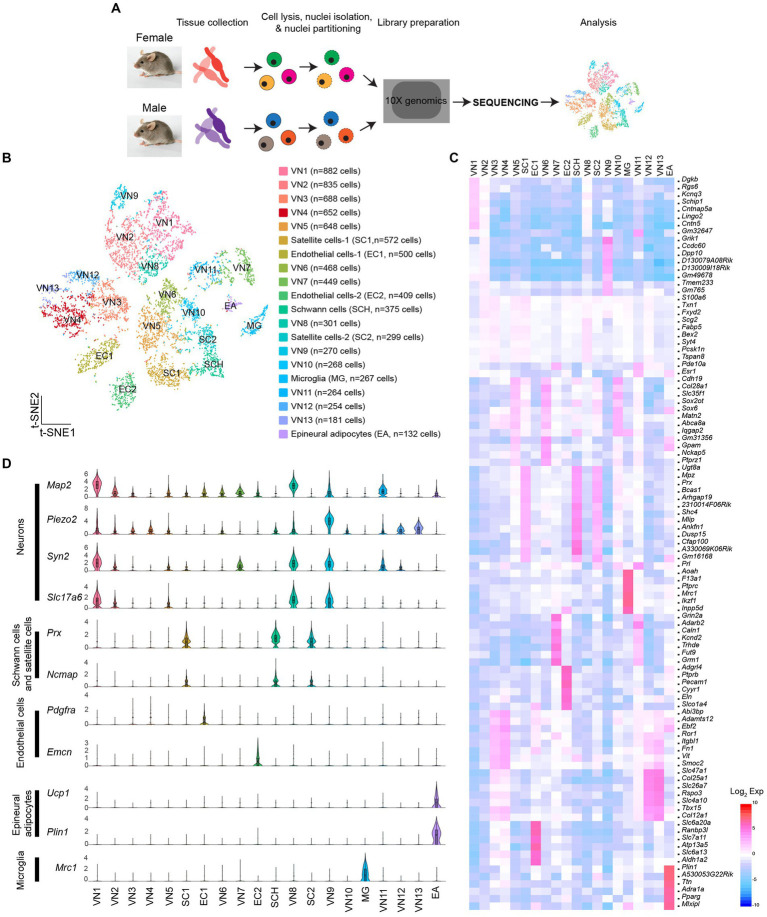
Molecular heterogeneity of cells in the vagus nerve ganglia. **(A)** Schematic illustration of snRNA-Seq workflow. **(B)** t-SNE projection showing 20 unique clusters, comprised of 13 neuronal clusters, three glial cell clusters, one microglia cluster, and one epineural adipocytes group. **(C)** Heatmap plot showing differential gene expression among 20 clusters. **(D)** Violin plots displaying the enriched genes specific to each cell type within each specific group.

### Sex differences in the transcriptional profiles of vagal sensory neurons

I then sought to determine if there are sex differences in the transcriptional profiles of the cells in the vagus nerve ganglia. 

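*Xist*, on chromosome X of mm10 from 103460366 to 103483254, overlaps *Tsix* on the other strand. *Xist* was at 769.9 (757 to 783) UPM in the female library, from 13424 UMIs, and at 0.254 (0.102 to 0.524) in the male library, from 7 UMIs. At least 1 UMI was seen in 72.3% (70.8 to 73.7) of female and 0.142% of male nuclei. With every nucleus thinned to 1000 UMIs, which left out 19 female and 0 male nuclei, these shares were 49.4% and 0.0406%. *Tsix* had 4757 UMIs in the female and 15 in the male library, and as the pair overlaps, the division of reads between them is uncertain.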

As expected, X-linked X-inactive-specific transcript (*Xist*) RNA, which plays a crucial role in regulating X-chromosome inactivation (Loda and Heard, 2019), was present in female mice (Figure 2A). On the other hand, the DEAD-box helicase 3 Y-linked (*Ddx3y*) transcript, which is located on the Y chromosome, was detected in male mice (Figure 2A). 

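*Ddx3y*, on chromosome Y of mm10 from 1260771 to 1286629, was at 65.0 (62.0 to 68.1) UPM in the male library, from 1789 UMIs, and at 0.688 (0.356 to 1.20) in the female library, from 12 UMIs. It was seen in 25.0% of male and 0.317% of female nuclei, or in 7.50% and 0.106% after thinning. The Y-linked genes *Uty*, *Eif2s3y* and *Kdm5d* were at 169.9, 94.9 and 39.8 in the male library. In the female library *Uty* and *Kdm5d* had 1 UMI each, and *Eif2s3y* had 0, which allows up to 0.172. Any of the 4 Y-linked genes was seen in 65.3% of male nuclei.

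**Figure D3:**
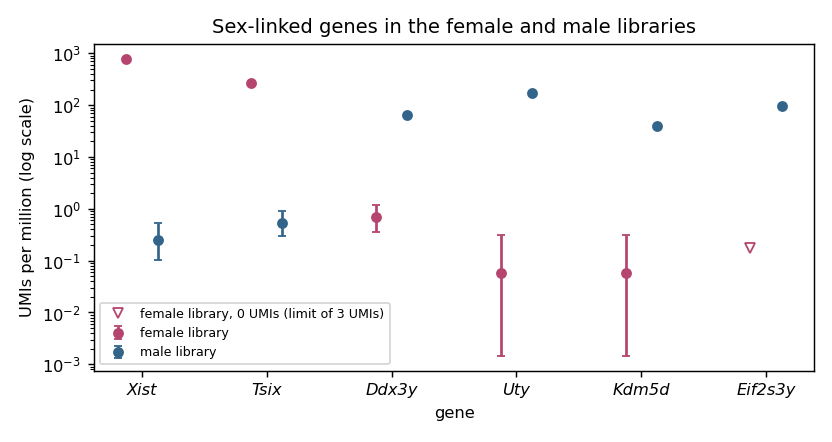
UMIs per 1000000 UMIs on a log scale (y axis) of 6 sex-linked genes (x axis) in the female and male libraries, with exact 95% Poisson intervals. The open triangle is the limit of 3 UMIs for Eif2s3y, which had 0 UMIs in the female library.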

Unsupervised uniform manifold approximation and projection (UMAP) plots revealed that there were 20 clusters for both males and females, but there were noticeable differences in the number of cells in the same clusters between females and males (Figures 2B,C). In other words, the number of cells in the same clusters was not evenly distributed, with females having more cells in VN4, VN7, VN10, and VN13, whereas males had more cells in VN1, VN2, VN3, VN5, VN8, and VN12 (Figure 2D). Additionally, males had a higher number of cells in SC1, whereas females had a greater number of cells in SC2. 

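Female nuclei outnumbered male nuclei in VN4 (457 and 94 assigned), VN7 (425 and 24), VN10 (265 and 146) and VN13 (156 and 28). Male nuclei outnumbered female nuclei in VN1, with 585 male and 299 female, VN2 (466 and 230), VN3 (571 and 95), VN5 (390 and 56), VN8 (354 and 46) and VN12 (327 and 36). When whole clusters were assigned to the published clusters instead of single nuclei, the direction of the counts turned for VN4, with 434 female and 437 male nuclei, and VN10 (288 and 351), and VN13 received 0 nuclei. As shares of the 3791 female and 4923 male nuclei, VN4 and VN10 did not turn. The direction of the counts stayed for VN7 and the clusters with more male nuclei, of which VN3 had 211 male and 163 female nuclei, about equal shares of the libraries. Clusters with opposite shares often held similar nuclei. Fibroblast-like nuclei and nuclei of unnamed cluster 15 made up 35.3% and 45.0% of VN3, and 32.8% and 51.7% of VN4. Barrier cell-like nuclei were 354 of 363 in VN12 and 170 of 184 in VN13. In VN7, 88.9% of nuclei were cerebellar granule neuron-like.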

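SC1 received 519 male and 26 female nuclei, and SC2 41 male and 253 female nuclei. Female nuclei made up 4.77% (3.14 to 6.91) of SC1 and 86.1% (81.6 to 89.8) of SC2. With whole clusters assigned, SC1 received 517 male and 345 female nuclei and SC2 0, and by Spearman correlation SC1 received 576 and 66 and SC2 30 and 226. SC1 and SC2 together held 11.4% (10.5 to 12.3) of the male and 7.36% (6.55 to 8.24) of the female library.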

There was a significant difference in the number of satellite cells (Fisher’s exact test, *p* < 0.001) and Schwann cells (Fisher’s exact test, *p* < 0.001) between the sexes.

**Figure 2:**
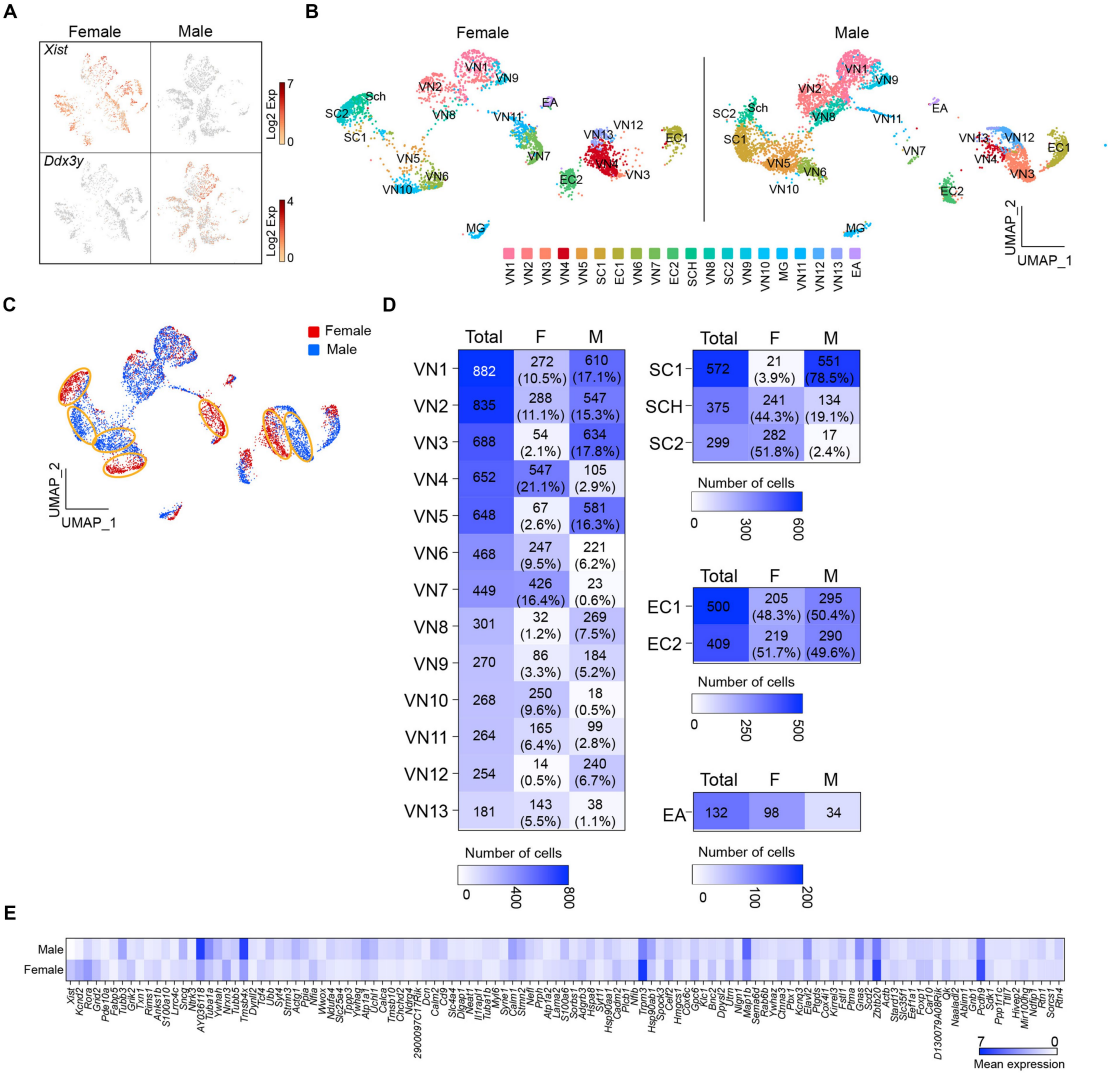
Uneven distribution of the number of cells within the same clusters. **(A)** t-SNE projections highlighting the expression of *Xist* and *Ddx3y* in females and males, respectively. **(B,C)** UMAP projections showing 20 molecularly distinct clusters in females and males. Panel **(C)** illustrates a clear difference in the number of cells in the same clusters between females and males. **(D)** Heatmap plots showing the number and percentage of cells in each cluster between females and males. **(E)** Heatmap plot displaying the differential expression of genes between males and females.

Differential gene expression analysis revealed that more than 100 genes differed significantly between females and males (Figure 2E; Supplementary Table 3). These included genes encoding voltage-dependent channels, ligand-gated channels, membrane receptors, intracellular signaling proteins, and transcription factors (i.e., *Kcnd2*, *Kcnq3*, *Grid2*, *Grik2*, *Rora*, *Gnas*, *Pde10a*, *Ndrg4*, *Nfia*, *and Tcf4*; Supplementary Table 3). 

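The genes that differed most between the libraries included sex-linked genes and genes of cell types whose shares differed between the libraries, such as cerebellar granule neurons and sympathetic neurons. Of the 11927 genes with at least 200 UMIs in 1 library, those with the highest log2 ratio of female to male included *Xist* (11.56), *Tsix* (8.97), *Gabra6* (5.53), *Fat2* (4.91), *Cnpy1* (4.91), *Cbln3* (4.55), *Gm3764* (4.54), *Ucp1* (4.28) and *Myh1* (4.27). *Gabra6*, *Fat2* and *Cbln3* are genes of cerebellar granule neurons, and granule neuron-like nuclei numbered 464 in the female and 29 in the male library. The 10 with the lowest ratio were *Uty* (-11.53), *Kdm5d* (-9.44), *Eif2s3y* (-9.11, a bound at 3 UMIs), *Ddx3y* (-6.56), *Pomc* (-3.41), *Oacyl* (-3.05), *Dbh* (-3.04), *Hand2* (-3.01), *Tbx20* (-2.91) and *Areg* (-2.90). *Dbh* and *Hand2* are genes of sympathetic neurons, and sympathetic neuron-like nuclei numbered 148 in the male and 9 in the female library. Within sensory neuron-like nuclei, the largest number of which were in cluster 5 in the female and cluster 4 in the male library, the highest ratios after *Xist* and *Tsix* included those of the pituitary hormone gene *Prl* (4.16) and of *Fabp4* (2.57). *Prl* was at 53.8 UPM in the female and 3.00 in the male nuclei of this class, and at 220.3 and 10.5 in macrophage-like nuclei, which should lack it. *Fabp4*, a gene of fat cells and of some macrophages, was at 66.5 and 11.2, and at 287 and 35.1. Only classes with at least 30 nuclei in both libraries were compared, a minimum set after the numbers of nuclei were seen.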

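Over all nuclei, 6 of 9 of these genes were higher in the female library. The log2 ratio of female to male was 2.63 (2.58 to 2.68) for *Kcnd2*, 1.22 for *Rora*, 1.18 for *Pde10a*, 1.06 for *Grik2*, 0.86 for *Tcf4* and 0.81 for *Nfia*. *Kcnd2* is among the 10 leading genes of the granule neuron-like cluster, which made up 12.2% of the female and 0.589% of the male library. It was -0.77 for *Ndrg4*, -0.59 (-0.64 to -0.55) for *Kcnq3* and -0.50 for *Gnas*. Within sensory neuron-like nuclei it was 1.88 (1.78 to 1.98) for *Kcnd2*, 0.35 for *Grik2*, 0.64 for *Rora*, -0.49 for *Ndrg4*, -0.33 for *Gnas* and -0.01 (-0.06 to 0.05) for *Kcnq3*. *Kcnd2* was thus the only one of these 9 with a log2 ratio above 1 within this class. It was higher in the female library in other classes as well, with a log2 ratio of 5.32 (4.53 to 6.24) in endothelial cell-like, 4.67 (3.31 to 6.56) in adipocyte-like, 2.54 in pituitary cell-like, 1.87 in satellite glia-like and 1.23 in barrier cell-like nuclei. The largest number of satellite glia-like nuclei were in cluster 7 in the female and cluster 14 in the male library. For barrier cell-like nuclei these were clusters 18 and 3. Endothelial cell-like nuclei were in cluster 9, with 101 female and 27 male nuclei, and in cluster 11, with 125 and 170. In macrophage-like nuclei *Kcnd2* was at 110.2 (73.2 to 159) UPM in the female and 87.8 (56.8 to 129.6) in the male library.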

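Gene lists fixed before the data were examined moved in both directions. Each is described by its median log2 ratio of female to male and by the percentile of that median among 10000 random lists matched on expression. Over all nuclei, the 6 X inactivation and Y-linked genes had a median of -7.21 (percentile 0) and 8 genes that escape X inactivation one of 0.36 (99.1). Medians were above 0 for brown fat thermogenesis (1.52, percentile 100), pituitary hormones (1.11, percentile 99.9), glutamate receptors (0.56, percentile 100), steroid and metabolic receptors (0.44, percentile 100), myelin (0.38, percentile 99.7) and GABA-A receptors (0.22, percentile 93.3). Of the 5 measured pituitary hormone genes, 4 were higher in the female library and *Pomc* was lower. They were below 0 for neuronal cytoskeleton and abundant neuronal mRNA (-0.79, percentile 0), immediate early and heat shock genes (-0.61, percentile 0.01), nuclear genes of oxidative phosphorylation (-0.54, percentile 0.01), cholesterol and fatty acid synthesis (-0.48, percentile 0) and vagal sensory receptors and peptides (-0.43, percentile 0). Voltage-gated sodium channels (-0.17, percentile 15.8) and potassium channels (-0.12, 13.7) lay within the range of random lists. Within sensory neuron-like nuclei the median was 0.32 (100) for glutamate receptors, -0.55 (0) for neuronal cytoskeleton and abundant neuronal mRNA, -0.07 (19.6) for vagal sensory receptors and peptides, 0.18 (99.5) for potassium channels and -0.24 (3.10) for myelin. Lists of other cell types moved within this class too, with 0.68 (100) for the 8 measured genes of brown fat thermogenesis and 0.57 (99.7) for the 5 of pituitary hormones. The median there was -0.52 (0.145) for immediate early and heat shock genes, -0.51 (0) for oxidative phosphorylation, -0.36 (0.03) for cholesterol and fatty acid synthesis, 0.30 (100) for genes that escape X inactivation, 0.16 (98.3) for steroid and metabolic receptors, 0.10 (78.3) for sodium channels and 0.05 (75.4) for GABA-A receptors. *Stmn2*, of the neuronal cytoskeleton list, was at 799 UPM in female and 1031 in male sensory neuron-like nuclei, and at 397 and 1131 in macrophage-like nuclei, which should lack it. The lists hold genes that the paper names from these libraries, such as *Grik2* among the glutamate receptors and *Ucp1* among the brown fat genes.

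**Figure D4:**
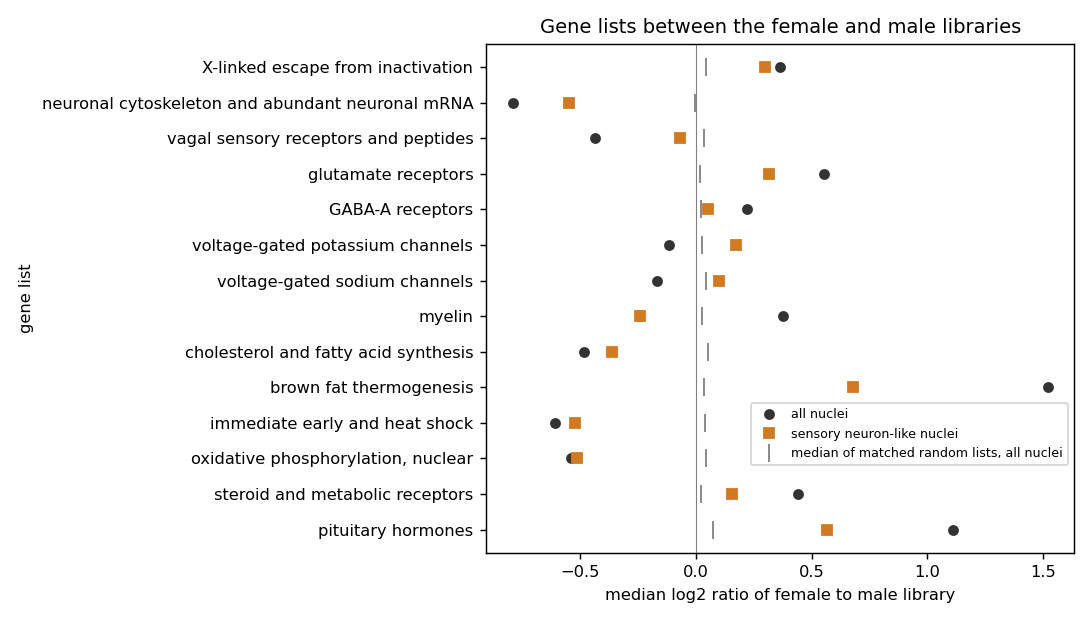
Median log2 ratio of female to male (x axis) of gene lists (y axis) over all nuclei and within sensory neuron-like nuclei, with the median of matched random lists as a tick. Neuronal cytoskeleton and abundant neuronal mRNA is at -0.79 over all nuclei and -0.55 within sensory neuron-like nuclei.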

Upon conducting a selective gene ontology (GO) analysis using GOrilla (Eden et al., 2009) of the significantly upregulated genes in male and female mice, it was observed that among the top 20 enriched GO terms in biological process, they shared eight GO terms related to cell development and differentiation (Supplementary Figure 1). Interestingly, one-fourth of the enriched GO terms in females were related to synaptic signaling, whereas one-third of them in males were associated with intracellular component organization and transport (Supplementary Figure 1).

I further evaluated whether the uneven distribution of cell numbers in the same clusters is associated with sex differences. 

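*Xist* was found in the female nuclei of every VN cluster, and its level over both libraries went with the share of female nuclei. Over both libraries *Xist* was at 998 UPM in VN13, 822 in VN4, 793 in VN11, 788 in VN7, 490.5 in VN10 and 397 in VN6, where female nuclei were 84.8%, 82.9%, 65.9%, 94.7%, 64.5% and 45.8% of the nuclei. It was at 57.8 (VN8) to 214 (VN1) in the other VN clusters, where female nuclei were 9.92% (VN12) to 34.9% (VN9). Within the female library *Xist* was at 807 (VN10) to 1271 (VN13) in the former and at 443 (VN8) to 971 (VN12) in the latter. *Tsix* over both libraries was at 151 (VN6) to 306 (VN13) in the former and 24.4 (VN3) to 81.7 (VN1) in the latter, and within the female library at 256 (VN10) to 389 (VN13) and 181 (VN2) to 485 (VN12).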

Gene distribution plots revealed that both *Xist* and X (inactive)-specific transcript (*Tsix*) that binds *Xist* during X chromosome inactivation (Lee et al., 1999) were expressed in VN4, VN6, VN7, VN10, VN11, and VN13 (Figure 3A). In contrast, *Ddx3y* was enriched only in VN1 and VN8 (Figure 3A). 

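Within the male library *Ddx3y* was found in each of the 13 VN clusters and was not highest in VN1 or VN8. It was at 51.2 (46.5 to 56.1) UPM in VN1, 72.5 (64.7 to 81.0) in VN8, 122 (98.7 to 148) in VN12 and 147 (91.3 to 225) in VN13, while the 24 male nuclei of VN7 had 1 UMI. The log2 ratio of VN1 and VN8 to the other VN clusters was 0.22 (0.07 to 0.37) over both libraries and -0.15 (-0.30 to -0.00042) within the male library. *Ddx3y* was seen in 46.3% of the male nuclei of VN1, at a median of 12683 UMIs per nucleus, and in 12.3% of those of VN3, at a median of 1865. After thinning to 1000 UMIs the shares were 5.47% and 5.95%, and female VN1 nuclei had 1.00% before thinning, at a median of 10916.

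**Figure D5:**
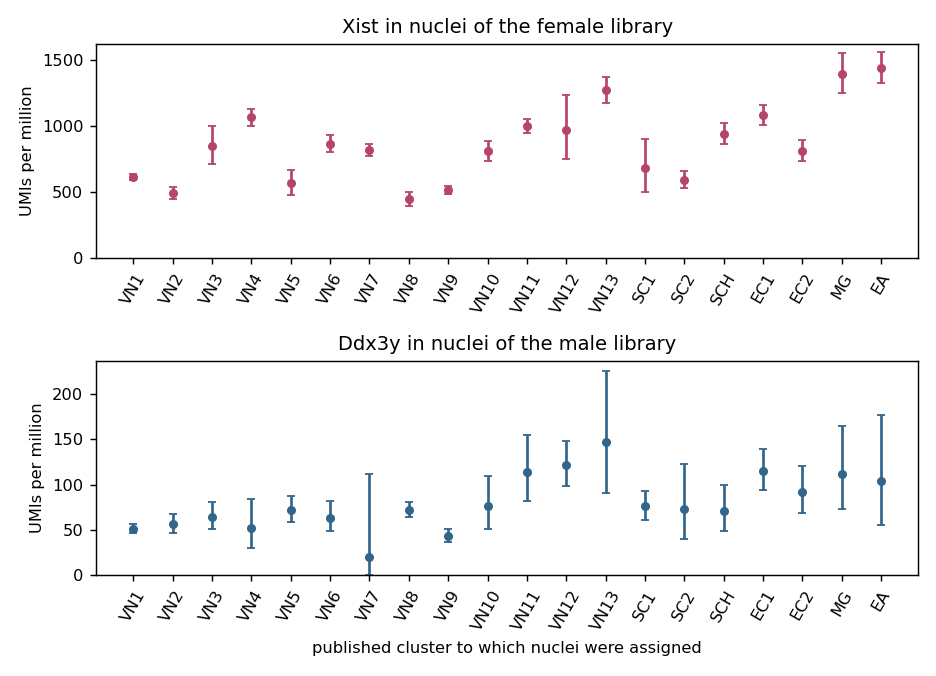
UMIs per 1000000 UMIs (y axes) of Xist in the female library and of Ddx3y in the male library for each published cluster (x axis), with exact 95% Poisson intervals. Xist ranges from 443 in VN8 to 1440.2 in EA.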

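VN1 and VN8 held 939 of the 3583 male nuclei assigned to VN clusters, 26.2% (24.8 to 27.7), and 345 of the 2618 female nuclei, 13.2% (11.9 to 14.5). Of all nuclei of the library they held 19.1% in males and 9.10% in females. Sensory neuron-like nuclei were 88.8% of VN1 and VN8 combined, and sympathetic neuron-like nuclei 9.73% of VN1 and 9.75% of VN8.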

In males, the percentage of cells in VN1 and VN8 was 25% (*n* = 879 out of 3,569 neurons), whereas in females, it was 12% of the total number of neurons (*n* = 301 out of 2,591 neurons). In contrast, females had a significantly higher proportion of VN4, VN6, VN7, VN10, VN11, and VN13, accounting for 69% of the cells in the neuronal clusters, compared to only 18% in males. 

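VN4, VN6, VN7, VN10, VN11 and VN13 held 1745 female nuclei, 66.7% (64.8 to 68.5) of the female nuclei assigned to VN clusters, and 683 male nuclei, 19.1% (17.8 to 20.4) of the male ones. With whole clusters assigned, the shares were 58.6% and 30.6%. Of the 2428 nuclei assigned one by one, 8 were sensory neuron-like (0.329%, 0.142 to 0.648). In VN11, 53.6% of nuclei were pituitary cell-like and 21.5% cerebellar granule neuron-like.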

VN9 expressed both *Xist* and *Ddx3y*, while the expression of the three genes was very low or minimal in VN2, VN3, VN5, and VN12 (Figure 3A). 

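VN9 had 111 female and 207 male nuclei, with *Xist* at 514 (482 to 548) UPM in the female and *Ddx3y* at 43.4 (36.4 to 51.4) in the male nuclei. In VN2, VN3, VN5 and VN12 combined, *Xist* was at 572 (532 to 614) in the 417 female nuclei and *Ddx3y* at 71.8 (64.9 to 79.3) in the 1754 male nuclei.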

The UMAP plots further demonstrated the uneven distribution of the number of cells in the same clusters (Figure 3B). Comparison of the transcriptional profiles in the neural clusters revealed that more than 1,000 genes were differentially expressed among these clusters (Supplementary Table 4). Figure 3C shows the top five enriched genes in VN1, VN4, VN6, VN7, VN8, VN10, VN11, and VN13.

**Figure 3:**
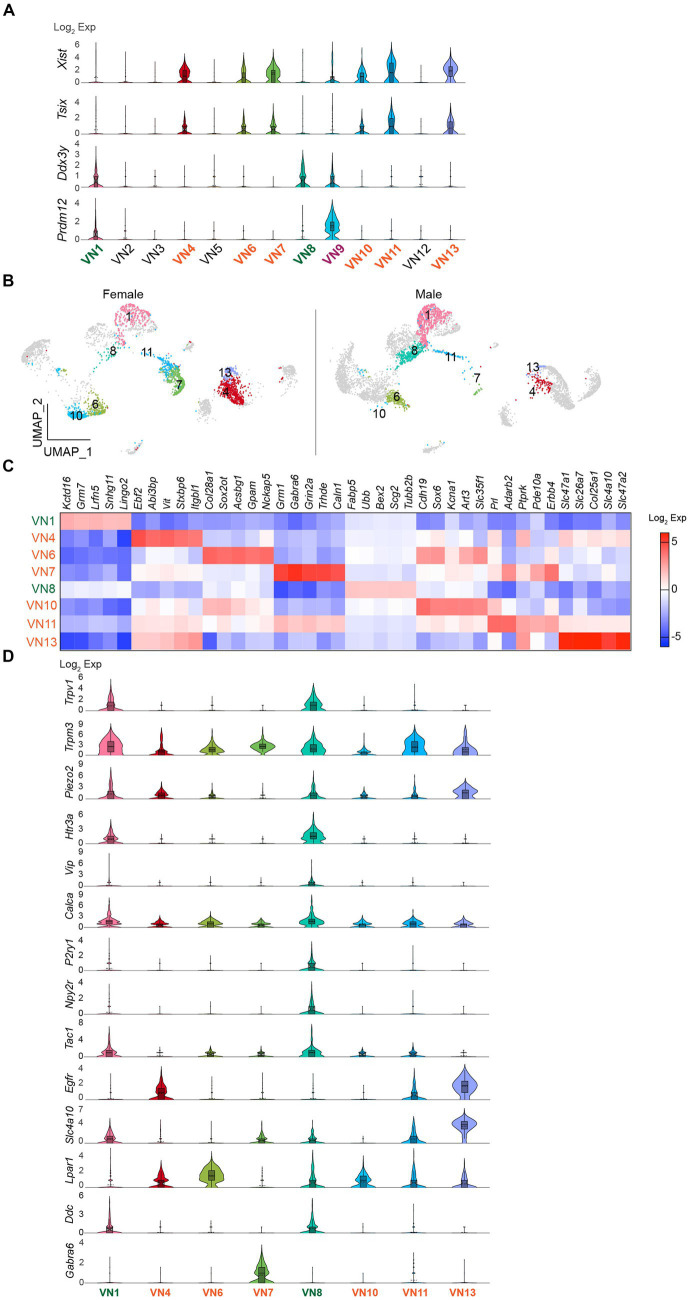
Existence of sex-specific neuronal clusters. **(A)** Violin plots depicting the differential expression of *Xist*, *Tsix*, and *Ddx3y* in each neuronal cluster. VN9 showed expression of *Prdm12*. **(B)** UMAP projections showing *Xist*- and *Ddx3y*-enriched neuronal clusters, specifically *Xist*-enriched clusters like VN4, VN6, VN7, VN10, VN11, and VN13, and *Ddx3y*-enriched clusters like VN1 and VN7. **(C)** Heatmap plot showing the top 5 genes expressed in each cluster. **(D)** Violin plots displaying the enriched genes specific to *Xist*- and *Ddx3y*-positive neuronal clusters. VN1 and VN8 exhibited elevated expression such as *Trpv1*, *Trpm3*, *Piezo2*, *Htr3a*, *Calca*, *Tac1*, and *Ddc* compared to other neuronal clusters.

I also examined the expression of genes that are commonly present in vagal sensory neurons, specifically chemosensitive transient receptor potential cation channel subfamily V member 1 (*Trpv1*), temperature-sensitive TRP subfamily M member 3 (*Trpm3*), and mechanosensitive piezo-type ion channel component 2 (*Piezo2*; Figure 3D). Intriguingly, *Trpv1* was mainly found in VN1 and VN8 (Figure 3D). 

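*Trpv1*, on chromosome 11 of mm10 from 73234292 to 73261242, was at 107 (103 to 112) UPM in VN1 and VN8 and at 35.0 (31.0 to 39.4) in VN4, VN6, VN7, VN10, VN11 and VN13. This is a log2 ratio of 1.62 (1.43 to 1.80), which was 1.80 within the female and 1.49 within the male library. Macrophage-like nuclei were at 48.3 (31.5 to 70.7), and VN2, VN3, VN5 and VN12 combined at 81.6 (75.0 to 88.7). *Trpv1* was seen in 46.1% of VN1 and VN8 nuclei, at a median of 10491 UMIs per nucleus, and in 9.09% of macrophage-like nuclei, at a median of 1789.5, or in 9.50% and 3.80% after thinning.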

Although the degree of *Trpm3* and *Piezo2* expression was different, both genes were expressed across the clusters (Figure 3D). 

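*Trpm3* was lower in VN1 and VN8 (813 UPM) than in VN4, VN6, VN7, VN10, VN11 and VN13 (2363), a log2 ratio of -1.54 (-1.57 to -1.51). *Trpm3* was at 27874 in EC1, whose nuclei were barrier cell-like, and at 251 (210.1 to 297) in macrophage-like nuclei. *Piezo2* was at 349.6 in VN1 and VN8 and 298 in the other group, a log2 ratio of 0.23 (0.16 to 0.30), which was 0.32 (0.23 to 0.41) within the female and 0.60 (0.46 to 0.74) within the male library, and -0.0032 when levels were averaged over nuclei of both. Sensory neuron-like nuclei had 623 of *Piezo2* and macrophage-like nuclei 126.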

Molecularly distinct subsets of vagal sensory neurons have their own target organs. For example, vagal sensory neurons that control the digestive system include vasoactive intestinal peptide (VIP)-, glucagon-like peptide 1 receptor (GLP1R), oxytocin receptor (OXTR), G protein-coupled receptor 65 (GPR65), somatostatin (SST), 5-hydroxytryptamine receptor 3A (HTR3A)-, and calcitonin *gene*-related peptide alpha (CALCA)-expressing neurons (Williams et al., 2016; Bai et al., 2019; Zhao et al., 2022). The purinergic receptor P2Y1 (P2RY1)-and neuropeptide Y receptor Y2 (NPY2R)-expressing neurons innervate the lungs (Chang et al., 2015). The pancreatic islets are innervated by vagal sensory neurons expressing tachykinin 1 (TAC1), CALCA, and HTR3 (Makhmutova et al., 2021). I thus examined if there are differences in their gene distribution across the *Xist*- and *Ddx3y*-positive VN clusters. 

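Per UMI, *Npy2r* and *Htr3a* were more than 2 times higher in VN1 and VN8 than in VN4, VN6, VN7, VN10, VN11 and VN13 over both libraries, and *Calca* was at about the same level in both groups. Counted by nucleus, *Calca* was higher in VN1 and VN8, with 6460 UMIs in 1284 nuclei against 2605 in 2428. The median nucleus held 10491 UMIs in the former and 2506 in the latter, where free RNA can take a larger part. The log2 ratio was 1.80 (1.41 to 2.21) for *Npy2r*, 1.06 (0.92 to 1.20) for *Htr3a*, 0.96 (0.75 to 1.17) for *Vip*, 0.49 (0.23 to 0.76) for *P2ry1*, 0.43 (0.32 to 0.53) for *Tac1* and 0.08 (0.01 to 0.14) for *Calca*. Within the female library it was 1.99 for *Npy2r*, 1.09 for *Htr3a*, 1.82 for *Vip*, 0.16 for *P2ry1*, 0.43 for *Tac1* and -0.04 for *Calca*, and within the male library 1.69, 0.16, 0.17, 0.13, -0.16 and -0.53 (-0.62 to -0.43). In VN1 and VN8 *Calca* was at 235 UPM, *Tac1* at 119, *Htr3a* at 71.8, *Vip* at 93.1, *P2ry1* at 18.0 and *Npy2r* at 30.4 in the female library, and *Calca* was at 395 UPM, *Tac1* at 173, *Htr3a* at 151, *Vip* at 42.3, *P2ry1* at 31.1 and *Npy2r* at 25.5 in the male library. Macrophage-like nuclei, which should lack these genes, were at 331 (264 to 409) UPM for *Calca*, 114 (76.4 to 164) for *Tac1*, 31.5 (13.6 to 62.0) for *Htr3a*, 47.2 (24.4 to 82.5) for *Vip*, 3.93 (0.0996 to 21.9) for *P2ry1* and 11.8 (2.43 to 34.5) for *Npy2r* in the female library, and at 797 (697 to 908) UPM for *Calca*, 263 (207 to 330.2) for *Tac1*, 186 (139 to 244) for *Htr3a*, 45.7 (24.3 to 78.1) for *Vip*, 42.1 (21.8 to 73.6) for *P2ry1* and 17.6 (5.70 to 41.0) for *Npy2r* in the male library. These nuclei held a median of 1707 UMIs in the female and 1876 in the male library, and those of VN1 and VN8 10258 and 10688. As free RNA takes a larger part of the UMIs of nuclei with few UMIs, these levels are no measure of the background in VN1 and VN8. Counted by nucleus, the female library had 1265 *Calca* UMIs in 345 nuclei of VN1 and VN8 and 84 in 131 macrophage-like nuclei, and the male library 5195 in 939 and 227 in 133. For *Htr3a* the UMIs in the same nuclei were 387 and 8 in the female and 1978 and 53 in the male library.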

Intriguingly, VN1 and VN8 expressed genes, including *Htr3a*, *Vip*, *Calca*, *P2ry1*, *Npy2r*, and *Tac1*, although the extent of gene distribution was different (Figure 3D). On the other hand, VN4, VN6, VN7, VN10, VN11, and VN13 displayed low or minimal expression levels of these genes (Figure 3D). 

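Within each library *Calca* was the highest and *Npy2r* the lowest of these genes in VN4, VN6, VN7, VN10, VN11 and VN13 combined. In the female library *Calca* was at 241 UPM, *Tac1* at 88.5, *Htr3a* at 33.7, *Vip* at 26.4, *P2ry1* at 16.1 and *Npy2r* at 7.68, and in the male library *Calca* was at 569 UPM, *Tac1* at 194, *Htr3a* at 135, *Vip* at 37.7, *P2ry1* at 28.4 and *Npy2r* at 7.91. At least 1 *Calca* UMI was seen in 50.6% of the female nuclei of these clusters, at a median of 2379 UMIs per nucleus, and in 46.6% of female macrophage-like nuclei, at a median of 1707, or in 26.1% and 32.3% after thinning. In male nuclei the shares were 80.5%, at a median of 2827, and 78.9%, at a median of 1876, or 45.4% and 56.4% after thinning. VN2, VN3, VN5 and VN12 combined had 704 UPM of *Calca* and 313 of *Tac1*.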

As the expression levels of *Glp1r*, *Oxtr*, *Gpr65*, and *Sst* genes were minimal, the difference could not be observed.

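*Glp1r* was at 11.5 (10.0 to 13.1) UPM in VN1 and VN8, from 213 UMIs, and at 4.95 (3.52 to 6.76) in VN4, VN6, VN7, VN10, VN11 and VN13, from 39 UMIs. In the same groups *Gpr65* was at 10.4 and 6.09, *Sst* at 1.56 and 3.30, and *Oxtr* at 1.94 and 1.78. Macrophage-like nuclei had 5.57 of *Glp1r* and 29.7 (17.0 to 48.2) of *Gpr65*.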

### Sex differences in the transcriptional profiles of satellite cells

As the number of satellite cells in SC1 and SC2 was significantly different (Fisher’s exact test, *p* < 0.001; Figures 2D, 4A), I examined whether this was also related to sex differences. The results showed that *Xist* expression levels were higher in SC2 than in SC1 (Figure 4B). Moreover, there were differential gene expression between the two clusters (Figure 4C). 

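*Xist* was at 438 (392 to 489) UPM in SC2, from 323 UMIs, and at 37.9 (27.8 to 50.4) in SC1, from 47 UMIs, a log2 ratio of 3.53 (3.09 to 4.00). Female nuclei gave 323 of the SC2 and 46 of the SC1 UMIs. Within the female library *Xist* was at 591 (528 to 659) in SC2 and 678 (497 to 905) in SC1, a log2 ratio of -0.20 (-0.65 to 0.28).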

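*Tubb3*, on chromosome 8 of mm10 from 123411424 to 123422015, was at 1583 (1514 to 1655) UPM in SC1 and 608 (553 to 667) in SC2, a log2 ratio of 1.38 (1.23 to 1.53). The ratio was 1.26 within the male library and 0.69 (0.28 to 1.08) within the female library, which had 26 nuclei in SC1. *Tubb3* was at 966 in sensory neuron-like nuclei and at 1023 (939 to 1112) in macrophage-like nuclei. Among macrophage-like nuclei it was at 1426 in the male and 571 in the female library, a log2 ratio of male to female of 1.32 (1.04 to 1.61).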

Tubulin beta 3 (*Tubb3*) expression was significantly higher in SC1 than in SC2. *Tubb3*, a gene typically associated with neurons, has also been discovered in intermediate cells that lie between oligodendrocyte precursor cells (OPCs) and astrocytes (28). Furthermore, several other genes, including laminin subunit alpha (*Lmna*), CNPase (*Cnp*), and SRY-box transcription factor 10 (*Sox10*), which are enriched in OPC (Akay et al., 2021; Pruvost et al., 2023), were found in SC1 (Figure 4B). Specifically, as LMNA expression levels rise as OPCs differentiate (Pruvost et al., 2023), SC1 may consist of some progenitor cells that differentiate into myelinating Schwann cells. 

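All 3 of these genes were found in SC1, with *Lmna* at 127 (108 to 148) UPM, *Cnp* at 245 (218 to 274) and *Sox10* at 142 (122 to 164), and none was higher there than in SC2 by more than counting error. The log2 ratio of SC1 to SC2 was 0.02 (-0.36 to 0.41) for *Lmna*, from 157 and 92 UMIs, -0.28 (-0.54 to -0.03) for *Cnp*, from 304 and 220 UMIs, and -0.35 (-0.68 to -0.01) for *Sox10*, from 176 and 133 UMIs. The 41 male nuclei of SC2 and 26 female nuclei of SC1 hold too few UMIs to tell a difference within a library for *Lmna*, at 0.50 (-0.23 to 1.32) within the male and -0.05 (-1.23 to 0.95) within the female library. As *Lmna* rises when oligodendrocyte precursor cells differentiate, the paper proposes that SC1 may include progenitors of myelinating Schwann cells.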

The number of Schwann cells was significantly lower in male mice than in female mice (Fisher’s exact test, *p* < 0.001; Figure 2D). In contrast, EC1 and EC2 had comparable numbers of cells (Fisher’s exact test, *p* > 0.05; Figure 4D), and both clusters expressed *Xist* (Figure 4E).

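SCH received 253 female nuclei, 6.67% (5.90 to 7.52) of the female library, and 158 male nuclei, 3.21% (2.73 to 3.74) of the male library, or 159 and 111 with whole clusters assigned. Over all myelinating Schwann cell-like nuclei, which include most of SC1 and SC2, the shares were 13.3% (12.3 to 14.5) and 12.8% (11.9 to 13.8).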

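EC1 received 208 female and 293 male nuclei, 5.49% (4.78 to 6.26) and 5.95% (5.31 to 6.65) of their libraries, and EC2 211 and 181, 5.57% (4.86 to 6.34) and 3.68% (3.17 to 4.24). In female nuclei *Xist* was at 1083 (1008 to 1162) UPM in EC1 and 811 (737 to 890.3) in EC2. In male nuclei *Ddx3y* was at 115 in EC1 and 92.0 in EC2.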

**Figure 4:**
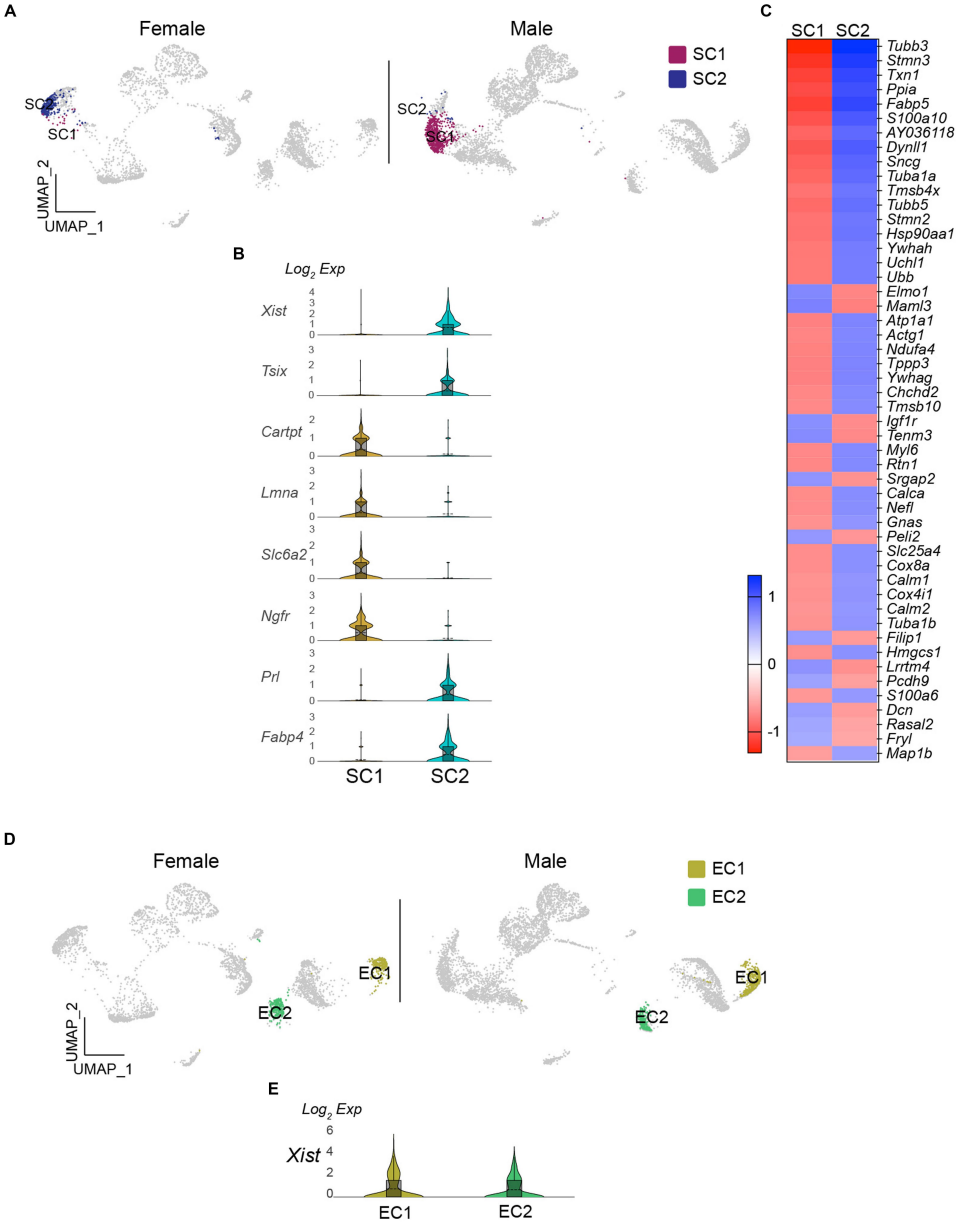
Existence of sex-specific glial cell populations in the vagus nerve ganglia. **(A)** UMAP projections showing SC1 and SC2 clusters in females and males. **(B)** Violin plots displaying differential expression of *Xist* and OPC-related genes in SC1 and SC2 clusters. **(C)** Heatmap plot showing the differential gene expression in SC1 and SC2 clusters. **(D** and **E)** There were no differences in the number of EC and *Xist* expression in females and males.

## Discussion

This study demonstrated distinct transcriptomic profiles of cells, including sensory neurons and glial cells in the vagus nerve ganglia, between male and female mice. Prior research has established the molecular and neuroanatomical identity of target organ-specific vagal sensory neurons in several studies (Chang et al., 2015; Williams et al., 2016; Bai et al., 2019; Makhmutova et al., 2021; Zhao et al., 2022). Although some of these studies utilized both male and female mice (Chang et al., 2015; Bai et al., 2019; Zhao et al., 2022), they reported no sex differences without specifying which results were obtained from male and female mice. Vagal sensory neurons with sophisticated nerve terminals dependent on target areas in organs are vital for detecting and relaying interoceptive signals from organs to the brain (Bai et al., 2019; Zhao et al., 2022). This implies that they may possess the capacity to regulate the energy balance. In fact, activating gastrointestinal mechanoreceptors has been shown to reduce food intake (Bai et al., 2019). Metabolic homeostasis, diabetes, and obesity exhibit notable differences between males and females in both rodents and humans (Hevener et al., 2002; Hong et al., 2009; Shi and Clegg, 2009; Hwang et al., 2010; Pettersson et al., 2012; Mauvais-Jarvis, 2015; Varlamov et al., 2015; Morselli et al., 2016). In this regard, differences in the quantity and gene expression profiles of cells in the vagus nerve ganglia between the sexes may respond distinctly to nutrients and environmental cues, leading to distinct metabolic regulation.

Thirteen neuronal clusters with unique molecular characteristics were identified. Approximately half of these neuronal clusters exhibited high expression levels of both *Xist* and *Tsix* genes, whereas only two showed elevated levels of the *Ddx3y* gene. One of these clusters (VN9) expressed both *Xist* and *Ddx3y* and showed high levels of *Prdm12*, a marker gene for neurons in the jugular ganglia (Kupari et al., 2019). 

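*Prdm12*, on chromosome 2 of mm10 from 31640037 to 31655795, was at 146 (135 to 157) UPM in VN9 and 87.6 (77.3 to 98.9) in VN2. The log2 ratio of VN9 to the other VN clusters was 2.18 (2.04 to 2.31) over both libraries, 2.34 within the female and 2.10 within the male library. *Prdm12* was seen in 74.2% of VN9 nuclei, at a median of 11737.5 UMIs per nucleus, and in 4.92% of macrophage-like nuclei, at a median of 1789.5, or in 13.5% and 3.80% after thinning.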

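In VN1 *Prdm12* was at 23.8 (21.3 to 26.5) UPM, against 24.1 (12.8 to 41.3) in macrophage-like nuclei, or 322 UMIs in 884 nuclei against 13 in 264. *Tac1* was at 109 (103 to 115) in VN1, 289 in VN8 and 415 in VN2, and *Htr3a* at 95.3 (90.2 to 101), 215 and 141.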

Another cluster (VN1) also expressed *Prdm12* and had both the jugular marker *Tac1* and the nodose marker *Htr3a* (Kim et al., 2020), suggesting that a small subset of VN1 neurons were jugular neurons. A comparison of genes that have been extensively studied in vagal sensory neurons revealed that VN1 and VN8 displayed a higher enrichment of *Trpv1*, *Piezo2*, *Htr3a*, *Vip*, *Calca*, *P2ry1*, *Npy2r*, and *Tac1* genes (Chang et al., 2015; Williams et al., 2016; Bai et al., 2019; Makhmutova et al., 2021; Zhao et al., 2022) compared to the clusters with high expression of the *Xist* and *Tsix* genes. As they expressed chemosensitive, temperature-sensitive and mechanosensitive nociceptors, they are polymodal sensory neurons and seem to be involved in various physiological processes. PIEZO2-positive neurons with mechanosensory endings played a role in the baroreceptor reflex (Min et al., 2019), while activation of P2RY1- and NPY2R-positive neurons produced opposing effects on breathing; stimulation of P2RY1-positive cells silenced respiration, while activation of NPY2R neurons induced rapid, shallow breathing (Chang et al., 2015). TRPV1-positive vagal sensory neurons also innervated the lung (Kim et al., 2020), while CGRP-positive cells innervated the stomach (Bai et al., 2019) and pancreatic islets (Makhmutova et al., 2021). Moreover, serotonin released from pancreatic β-cells activates 5-HT3R-expressing vagal sensory neurons (Makhmutova et al., 2021), and VIP-positive neurons respond to intestinal stretch (Zhao et al., 2022).

There are similarities and differences between my findings and those in others (Bai et al., 2019; Kupari et al., 2019; Prescott et al., 2020). 

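Among VN1, VN2, VN8 and VN9, the nodose genes *Ntrk2*, *Eya1* and *Negr1* were highest in VN1, at 557, 374 and 2029 UPM, and lowest in VN9, at 60.2, 14.7 and 137. The jugular genes *Gm13425*, *Prrxl1* and *Samsn1* were highest in VN9, at 33.3 (28.4 to 38.8), 85.5 (77.6 to 94.0) and 97.53, and in VN1 were at 5.25, 19.2 and 12.6. *Samsn1* was also at 106 (80.1 to 137) in macrophage-like nuclei.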

First, highly enriched genes in nodose (*Ntrk2*, *Eya1*, and *Negr1*) and jugular (*Gm13425*, *Prrxl*1, and *Samsn1*) sensory neurons were similar between my findings and those described in the study by Kupari et al. (2019). The significance of these similarities lies in the fact that these neurons seem to have distinct functions (e.g., polymodal mechanosensor vs. noxious touch and pain). Additionally, the study of Bai et al. (2019) identified 12 genetically distinct vagal sensory neurons that innervate both the stomach and intestine. Of particular interest is that t05 (*Calca+*), t06 (*Vip*/*Uts2b*), and t12 (*Dbh*/*Ebf3*) fall into the VN1 and VN8 clusters, suggesting that VN1 and VN8 neurons are neurons that innervate the gut. Moreover, VN8 neurons express *Uts2b*, suggesting that they may project to the intestine rather than the stomach. Additionally, the neuron cluster t09 (*Caln+*) lies within both VN7 and VN11, suggesting that these neurons also innervate the gut. 

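*Calca* was at 669 (647 to 692) UPM in VN8, 230.2 in VN1 and 827 in VN3, and *Vip* at 65.7 (58.7 to 73.2) in VN8 and 53.9 in VN1. *Dbh* was at 111 (102 to 121) in VN8 and 58.5 in VN1, and at 451 (423 to 480.1) in sympathetic neuron-like nuclei, of which 86 were in VN1 and 39 in VN8. *Ebf3* was at 97.0 in VN1, 72.5 in VN8 and 269.9 in VN9, and at 18.2 in sympathetic neuron-like nuclei.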

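*Uts2b*, on chromosome 16 of mm10 from 27353322 to 27370239, was at 56.8 (50.4 to 63.9) UPM in VN8, 37.5 in VN1 and 89.2 (73.8 to 107) in VN3. Within the female library VN8 was at 39.9 (26.0 to 58.4) and macrophage-like nuclei, which should lack it, at 78.7 (48.1 to 122), and within the male library at 59.4 (52.4 to 67.1) and 42.1 (21.8 to 73.6). Counted by nucleus, there were 284 UMIs in 400 nuclei of VN8, at a median of 7081 UMIs per nucleus, and 32 in 264 macrophage-like nuclei, at a median of 1789.5.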

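*Caln1* was at 1164 (1109.6 to 1220.3) UPM in VN7 and 289 (265 to 316) in VN11, against 36.0 in VN1. It was at 937 (896 to 980.1) in cerebellar granule neuron-like nuclei and 88.6 in pituitary cell-like nuclei. The log2 ratio of VN7 and VN11 to the other VN clusters was 4.87 (4.75 to 4.98) over both libraries, 4.14 (4.00 to 4.29) within the female and 3.63 (3.24 to 4.00) within the male library.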

Interestingly, VN1 and VN8 express the *Ddx3y* gene, while VN7 and VN11 express the Xist gene. These results imply that males and females might have distinct neurons that innervate the gut at the molecular level.

The primary distinction between the present study and earlier ones (Bai et al., 2019; Kupari et al., 2019; Prescott et al., 2020) is the presence of cells that exhibit adipocyte marker genes, including *Plin1*, *Ucp1*, and *Pparg* in the current study, which implies that they are epineural adipocytes. This discrepancy could be attributable to the different methodologies employed, such as single-cell RNA-sequencing vs. single-nucleus RNA-sequencing. The observed sex differences could be attributable to technical or biological factors. If the observed differences are indeed a result of technical issues, then it would be expected that there would be some overlap in the *Xist* and *Ddx3y* genes between the male and female groups. However, there is a noticeable distinction in the *Xist* and *Ddx3y* gene expression between males and females. 

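All 12 female nuclei with a *Ddx3y* UMI also had *Xist*, and each had 1 *Ddx3y* UMI. Of the male nuclei, 7 had a single *Xist* UMI, and 6 of them also had a UMI of at least 1 of 4 Y-linked genes. Neither *Xist* nor any of the Y-linked genes was seen in 27.7% (26.3 to 29.2) of female and 34.7% (33.3 to 36.0) of male nuclei. These counts concern the sex that a nucleus came from and do not measure how the libraries differ in other genes. From the distinction, the paper concludes that the sex differences are very unlikely to come from sample preparation, the cDNA library, sequencing or clustering.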

Based on these findings, it is very unlikely that that the differences in sex observed are the result of any issues with the sample preparation, cDNA library, sequencing, or clustering.

It has been shown that sex-dependent regulation of energy balance was significantly influenced by the quantity and activity of hypothalamic neurons involved in feeding regulation. Female mice exhibit a greater number and higher activity of anorexigenic proopiomelanocortin (POMC) neurons, which helps limit the development of obesity in females (Wang et al., 2018). In this regard, the uneven distribution of neurons in certain clusters between males and females could lead to sexual dimorphism in the energy balance and metabolic homeostasis. 

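*Fgfr1*, on chromosome 8 of mm10 from 25513654 to 25575718, was at 357 (326 to 391) UPM in VN4 and 244 in VN3. The log2 ratio of VN4 to the other VN clusters was 1.66 (1.52 to 1.79). *Fgfr1* was at 315 (282 to 352) in fibroblast-like nuclei and 74.3 (70.9 to 77.8) in sensory neuron-like nuclei.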

Interestingly, VN4 appeared to have a higher expression of the fibroblast growth factor receptor 1 (*Fgfr1*) gene. Fibroblast growth factor 21 (FGF21), a peptide regulated by nutrient availability (Kaur et al., 2022), played a role in controlling hepatic gluconeogenesis and insulin sensitivity through FGF21 and FGFR1 signaling (Fisher et al., 2011). In addition, VN4 and VN6 showed elevated levels of lysophosphatidic acid (LPA) receptor 1 (*Lpar1*). 

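*Lpar1* was at 448 (413 to 485) UPM in VN4 and 817 (775 to 861) in VN6, a log2 ratio of 2.71 (2.63 to 2.79) for both combined against the other VN clusters. It was at 576 (552 to 599) in satellite glia-like nuclei, 317 in fibroblast-like nuclei and 52.0 in sensory neuron-like nuclei.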

Circulating LPA levels were influenced by feeding and were higher under obesogenic conditions in animal models (D'Souza et al., 2018). The administration of LPA has been shown to have a detrimental effect on glucose homeostasis in both normal and obese mice (Rancoule et al., 2013). 

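*Cpe*, on chromosome 8 of mm10 from 64592542 to 64693054, was at 475 (441 to 512) UPM in VN7, a log2 ratio of 1.02 (0.91 to 1.13) to the other VN clusters. It was at 392 (365 to 419.8) in cerebellar granule neuron-like nuclei, 276 in pituitary cell-like nuclei and 222 (216 to 228) in sensory neuron-like nuclei.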

VN7 was found to have elevated levels of carboxypeptidase E (CPE), an enzyme responsible for processing prohormones. Hyperglycemia was observed in CPE knockout mice, with female mice exhibiting more pronounced glucose intolerance than their male counterparts (Cawley et al., 2004). VN11, on the other hand, exhibited enhanced expression of estrogen receptor 1 (ESR1), which plays a role in regulating sex-dependent metabolic balance (Mauvais-Jarvis, 2015; Morselli et al., 2016; Krause et al., 2021). 

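*Esr1*, on chromosome 10 of mm10 from 4611593 to 5005614, was at 356 (328 to 385) UPM in VN11, a log2 ratio of 2.35 (2.22 to 2.48) to the other VN clusters, which was 1.81 within the female and 3.28 within the male library. *Esr1* was at 819.6 (752 to 891) in pituitary cell-like nuclei, of which 162 were in VN11, and at 84.3 (80.7 to 88.1) in sensory neuron-like nuclei.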

While the involvement of vagal sensory neurons in these previous findings is yet unknown, it is possible that differences in gene expression patterns in vagal sensory neurons between the sexes may contribute to the sexual dimorphism in metabolic homeostasis. Hence, further studies are necessary to explore these crucial issues and to examine the physiological consequences of differences in transcriptomic profiles of vagal sensory neurons on energy balance and metabolic homeostasis.

## Data availability statement

Single nucleus RNA-sequencing data were deposited into the Gene Expression Omnibus database under accession number GSE267231.

## Ethics statement

The animal study was approved by the Institutional Animal Care Research Advisory Committee of Albert Einstein College of Medicine. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

Y-HJ: Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Project administration, Resources, Software, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing.

# Supplementary material for: Differential transcriptional profiles of vagal sensory neurons in female and male mice
**Source:** Front Neurosci. 2024 May 14;18:1393196. doi: 10.3389/fnins.2024.1393196
**Supplement:** Supplementary file 1

Supporting information

Differential transcriptional profiles of vagal sensory neurons in female and male mice.

Young-Hwan Jo^1,2,3*^

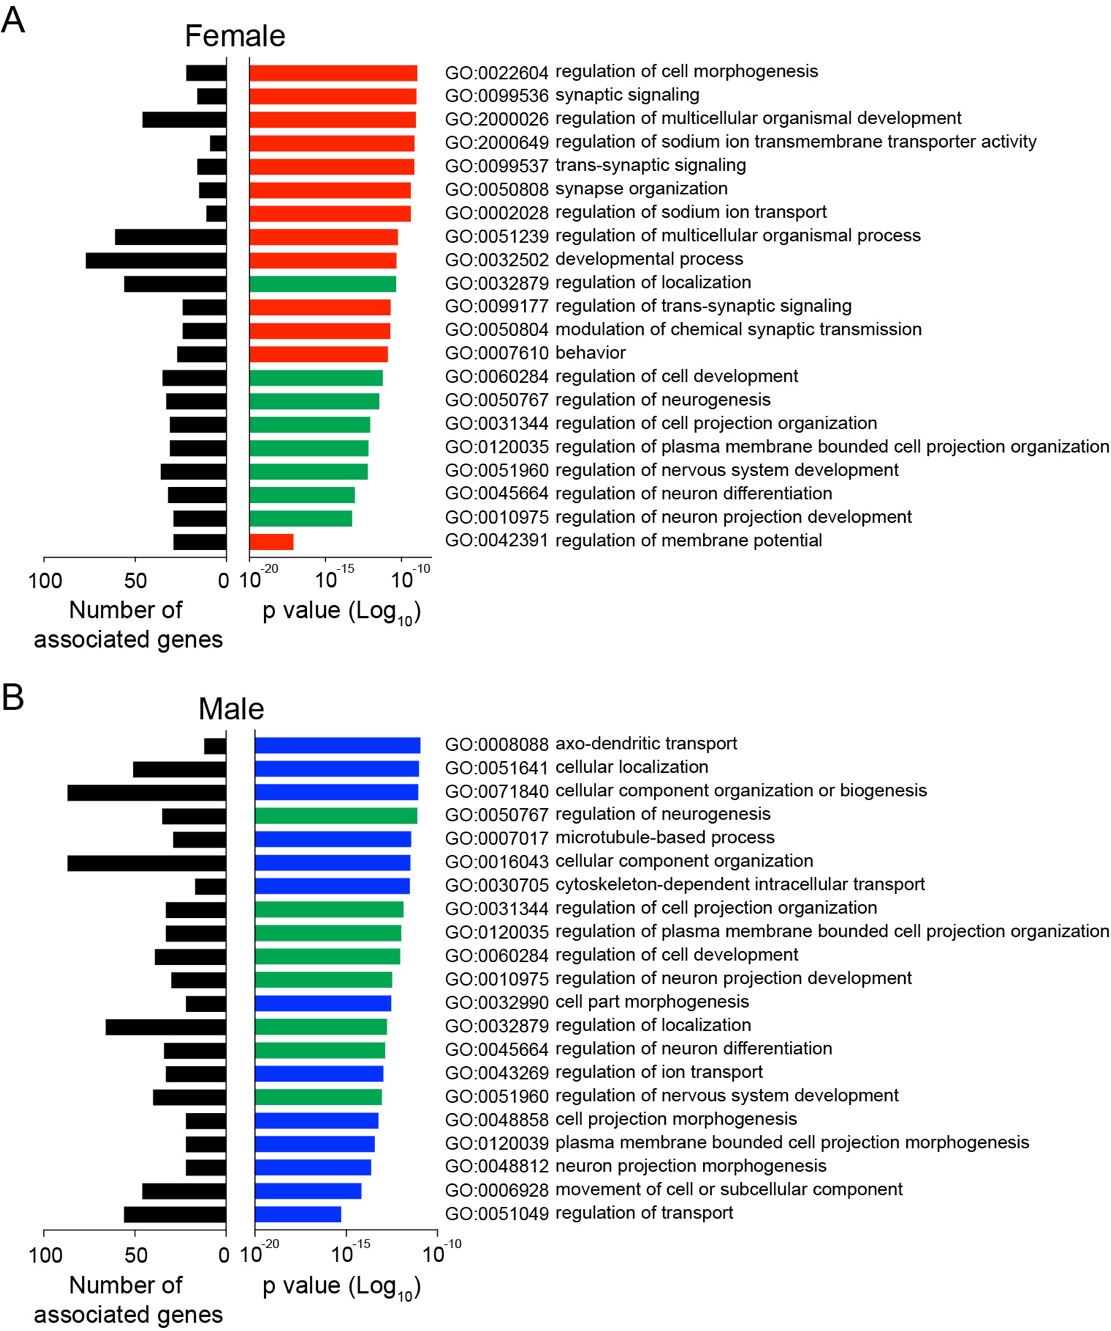

**Supplementary Figure 1**. Top 20 enriched GO terms in biological process in females and males.

**A**. Plots displaying the top 20 GO terms in biological process (left) and the number of genes associated with each GO terms in females. Green bars represent common GO terms between females and males.

**B**. Plots displaying the top 20 GO terms in biological process (left) and the number of genes associated with each GO terms in males. Green bars represent common GO terms between females and males.

**Supplementary Table 1**. Differential gene expression across the 20 clusters.

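Supplementary Table 1 gives, for each gene, its average in every cluster, from a comparison of each cluster with the other nuclei. The copy used here leaves out 47 rows and holds 1177 genes, of which 1139 served to assign nuclei to the published clusters. These genes held a median of 41.4% of the UMIs of a nucleus. For 357 nuclei (4.10%) the log likelihood of the next cluster was less than 5 lower.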

**Supplementary Table 2**. Differential gene expression among the SC1, SC2, and SCH clusters.

**Supplementary Table 3.** Differential gene expression between females and males.

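For 115 genes the table gives the average in female and in male nuclei. Averages computed from the deposited counts differed from those in the table by at most 0.000481%. In both, 50 of the genes were higher in female and 65 in male nuclei.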

**Supplementary Table 4**. Differential gene expression in the 13 neuronal clusters.

How the deposited data were processed for this re-analysis (not part of the article)

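Nuclei of the vagus nerve ganglia of mice were profiled by droplet single-nucleus RNA sequencing, with 1 pool of ganglia and 1 library per sex. The authors made the deposited counts with Cell Ranger 7.1.0 on mm10 with an added transgene sequence and introns counted, kept barcodes with a DIEM debris score under 0.5, over 250 genes and over 1000 UMIs, and joined the libraries with cellranger aggr, normalised for confidently mapped reads, after which UMIs per library and per nucleus still differed. The deposited matrix holds 32286 features and 8714 nuclei with 44965030 UMIs as whole numbers, and the barcode suffix gives the library. Gene positions come from GENCODE mouse release 21 on GRCm38, the assembly of mm10, in which 32158 of the feature IDs were found. The paper states that possible doublets were removed before deposit, so none were removed here, and Scrublet, run as an alternative, called 1 nucleus.

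Nuclei were clustered with scanpy 1.11.5 (igraph 0.11.9, anndata 0.12.19) from 3000 variable genes, 20 principal components, 15 neighbours and Leiden resolution 1. Sex-linked genes and the genes that the paper names were left out. A cluster was named from lists of 10 to 22 markers of 19 cell classes, with at least 3 markers detected (in 10% of nuclei and at 2 times the level of the other nuclei), and was left unnamed if another class had more markers among its 10 leading genes. Some of those leading genes are also among the genes reported, and their levels in a class are not independent evidence of its name. Genes that the paper names can be among them, although they were left out of the clustering. For the assignment to published clusters, each nucleus was given to the cluster of Supplementary Table 1 with the highest multinomial likelihood, with 0.01 added to each average. The copy of that table held here lacks some of its rows and was used for no overlap or set test.

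Levels are sums of UMIs over a group's nuclei per 1000000 UMIs of the group. Intervals are exact at 95% and cover counting error only. A gene with 0 UMIs in a library is set against a floor of 3 UMIs, which is 0.172 UPM in the female and 0.109 UPM in the male library, or 0.0791% and 0.0609% of nuclei. Shares of nuclei with a UMI are given also after thinning each nucleus to 1000 UMIs, because depth differs between cell types and libraries. Macrophage-like nuclei, which should lack neuronal genes, show that free RNA is present, but as they hold few UMIs, free RNA takes a larger part of them than of neurons, and their levels are not a background level for deeper nuclei.

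No test was run between the sexes. Genes were named by a rule set before the data were examined. It takes every gene the paper names for these libraries, the 10 genes with the highest ratio in each direction among those with at least 200 UMIs in 1 library, the 5 in each direction within a cell class among those with at least 100 UMIs, and members of gene lists. Some genes that the rule takes are not reported here. Values in the paper's tables had been seen when the rule was written. The gene lists were X inactivation and Y-linked genes, X-linked genes that escape inactivation, neuronal cytoskeleton and abundant neuronal mRNA, vagal sensory receptors and peptides, glutamate receptors, GABA-A receptors, voltage-gated potassium channels, voltage-gated sodium channels, myelin, cholesterol and fatty acid synthesis, brown fat thermogenesis, immediate early and heat shock genes, nuclear genes of oxidative phosphorylation, steroid and metabolic receptors, and pituitary hormones. Each was compared with 10000 random lists whose members were drawn from the 200 genes nearest in mean expression.

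Alternatives changed the number of principal components (10 or 50), the resolution (0.5 or 2), the variable genes (1000), the genes left out, centring within each library, thinning, doublets, the rule, genes and averages of the assignment, nuclei with a margin under 5, the summary of levels, the library, the scaling, the weights of cell classes and the minimum of UMIs. Median-of-ratios scaling shifted all log2 ratios by -0.02.

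The steps were tested on simulated data. All of 1000 nuclei drawn from the published averages were assigned to their own cluster, an easy test because the same averages were used. Of 11269 simulated genes, 95.2% of the ratio intervals held the true value, for 200 genes simulated at a log2 ratio of 1 it was 91%, and over 10 further draws with 2000 such genes, added after that value was seen, 95.9%. Of 40 unchanged lists, 4 fell outside the central 95% of random lists, and a raised list reached percentile 100. Clustering of 900 nuclei in 6 simulated classes gave an adjusted Rand index of 1. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used. The paper's gene ontology analysis and its reads were not analysed here.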

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

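The tests in this part were all set before their results were seen, although the members of the gene set of the first one were listed only when that test was written. With 1 library per sex, none of these differences has a replicate check.

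Nuclei of cell types that the paper does not report were found above the limit that a count of 0 allows, except that skeletal muscle-like nuclei were at that limit in the male library. Cerebellar granule neuron-like nuclei made up 12.2% of the female and 0.589% of the male library, sympathetic neuron-like nuclei 0.237% and 3.01%, pituitary cell-like nuclei 1.95% and 1.89% (4.41% and 2.44% at resolution 0.5, 4.801% and 2.42% without the called doublet), and skeletal muscle-like nuclei 0.396% and 0.0609%. Among the genes with the highest ratio between the libraries that the paper does not name from these libraries in its text, the female library held 515 UMIs of *Fat2*, 317 of *Myh1*, 267 of *Cnpy1*, 251 of *Gm3764* and 223 of *Cbln3*. The male library held 4677 UMIs of *Uty*, 2612 of *Eif2s3y*, 1095 of *Kdm5d*, 850 of *Areg*, 763 of *Hand2*, 702 of *Tbx20*, 552 of *Pomc* and 314 of *Oacyl*.

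With single nuclei assigned, SC1 and SC2, VN3 and VN4 (mostly fibroblast-like and unnamed nuclei), and VN5 and VN10 are pairs of published clusters of like make-up, 1 of each pair mostly male and the other mostly female, but with whole clusters assigned VN4 received 434 female and 437 male nuclei, VN10 288 and 351, and SC2 none. If the libraries differed in free RNA, neuronal genes that are higher in SC1 than in SC2 in Supplementary Table 2 would also be higher in male nuclei that should not make them. In macrophage-like nuclei the median log2 ratio of male to female of 16 such genes was 1.14 (1.01 to 1.26, counting error), a value that free RNA predicts. However, SC1 was 4.77% and SC2 86.1% female, so the genes were in effect chosen as higher in male nuclei. Each was also higher in male nuclei over all nuclei. A higher level in male macrophage-like nuclei was thus likely beforehand, and the result cannot decide for free RNA. Some of the genes, such as *Tmsb4x*, are also made by macrophages. A difference common to all cell classes would give like ratios in different classes, and across 3351 genes, which are not independent replicates, the Spearman correlation of the log2 ratio of female to male in myelinating Schwann cell-like and endothelial cell-like nuclei was 0.635. Free RNA can give this correlation as well, so the pair of explanations is not separated, and a biological difference between the sexes remains open and was not tested.

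VN7 held 425 female and 24 male nuclei and was mostly cerebellar granule neuron-like, so brain tissue in the dissected sample may be its source. Against sensory neuron-like nuclei, 9 genes of granule neurons outside the paper's list were at a median of 46.5 times the level in VN7, a value that brain tissue predicts. All 9 were also markers that named the granule neuron-like class, which made up most of VN7, so this ratio is no independent support. The 7 sensory neuron genes were likewise markers of the class used for comparison. The 7 sensory neuron genes were at a median of 0.164 of the level, above the tenth set beforehand for brain tissue, while in macrophage-like and endothelial cell-like nuclei of the female library the same genes were at 0.334 of it. The level of free RNA is thus too high for the sensory neuron genes to decide, and brain tissue and a vagal cell type with granule neuron genes cannot be told apart here. A biological difference between the sexes was not tested.

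VN3, VN4, VN5, VN6, VN10, VN12 and VN13 carry neuronal transcripts but hold mainly fibroblast-like, satellite glia-like, barrier cell-like or unnamed nuclei. In these 7 clusters, 7 neuronal genes were at a median of 0.974 of their level in macrophage-like and endothelial cell-like nuclei of the same library, from 0.440 in VN13 of the male library to 2.35 in VN5 of the female library. Nuclei of non-neuronal cells that hold free neuronal RNA predict a median within 2 times of that level. However, all 7 genes were also markers used to name sensory neuron-like clusters, to which few nuclei of these 7 clusters belong. A low level was thus likely beforehand, and the result cannot decide for free RNA. VN5 of the female library, with 56 nuclei, lies above 2 times the level in macrophage-like and endothelial cell-like nuclei. A share of neuronal nuclei remains open, there most of all.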

How the results depend on the processing

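All alternatives were chosen before the data were examined. Of 452 alternative values of 100 results, 296 stayed within counting error, 143 moved beyond it in the same direction and 13 reversed. For those that follow the cause was not tested unless stated. After thinning to 1000 UMIs, *Xist* was seen in 49.4% of female and 0.0406% of male nuclei and *Ddx3y* in 0.106% and 7.50%, and at 2 or more UMIs in 53.9% and 0% and in 0% and 6.97%, lower because each asks for more RNA. Sensory neuron-like nuclei were 5.83% of the female and 9.28% of the male library with 10 principal components, 12.9% and 24.2% at resolution 2.0, and 12.9% and 23.2% after thinning, and granule neuron-like nuclei 14.5% of the female library with 10 components. By Spearman correlation VN1 and VN8 held 14.7% of female and 31.0% of male VN nuclei, and VN4, VN6, VN7, VN10, VN11 and VN13 63.4% and 13.9%, or 58.6% and 30.6% with whole clusters assigned. At a minimum of 50 UMIs, 6 of the 10 female and 5 of the 10 male genes stayed among the highest, as more genes compete. With equal weights for cell classes the median log2 ratio was -0.99 for abundant neuronal mRNA, -0.56 for vagal receptors and peptides and 0.25 for glutamate receptors. Reversed log2 ratios between clusters were those of *Calca* (-0.25 thinned, -0.18 as a mean over nuclei, -0.039 within the female and -0.53 within the male library), *Tac1* (-0.16, male), *Ddx3y* in VN1 and VN8 against the other VN clusters (-0.27, female, from 4 and 8 UMIs, and -0.15, male), *Piezo2* (-0.0032, mean over nuclei), *Xist* in SC2 against SC1 (-0.20, female), *Lmna* (-0.12 thinned, -0.25 as a mean, -0.048, female) and *Cnp* (0.44, female). The ratio of *Xist* in SC2 to SC1 within the male library gave no value, with 0 and 1 UMI. Scrublet called 1 of 8714 nuclei, and clustering without it gave 4.801% of female and 2.42% of male nuclei as pituitary cell-like and 7.54% of female nuclei as unnamed, against 1.95%, 1.89% and 10.1%. Resolution 0.5 gave 4.41% and 2.44% as pituitary cell-like. No paired analysis was possible because each sex has 1 pool. Depth limits genes with few UMIs, such as *Oxtr*, and clusters with few nuclei of 1 sex, such as SC1 with 26 female nuclei.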

Differences from the paper's values

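The alternatives named here were all chosen before the data were examined. Numbers of nuclei rest on the assignment to the averages of Supplementary Table 1, not on the paper's own clustering.

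The paper's number of female nuclei in VN3 is about 54 in Fig. 2D, read by eye, and 95 were assigned here. With nuclei near a boundary left out, 73 were assigned, which is within 1.5 times of the paper's number. The other alternatives, with 159 by Spearman correlation, 163 with whole clusters, 94 with no genes left out, 95 with Supplementary Table 4 and 97 after thinning, were not. For male nuclei in VN10 the paper has about 18 in Fig. 2D, read by eye, and 146 were assigned, with 93 to 351 under the 6 alternatives, none of them within 1.5 times. For female nuclei in VN12 the paper has about 14 in Fig. 2D, read by eye, and 36 were assigned, with 32 to 165 under the alternatives, again none within it. For male nuclei in SC2 the paper has about 17 in Fig. 2D, read by eye, and 41 were assigned, with 0 to 41 under the alternatives and none within it. For male nuclei in EC2 the paper has about 290 in Fig. 2D, read by eye, and 181 were assigned. The figure's numbers for the sexes in EC2 add to more than the total it prints, so the 290 itself is in doubt. Assigning whole clusters gave 194, which is within 1.5 times of it, and the other alternatives, with 179 to 184, did not.

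The paper's log2 ratio of *Xist* in SC2 over SC1, from its averages in Supplementary Table 2, is 4.16, and the ratio of summed UMIs was 3.53. The mean over nuclei gave 4.27 and leaving out nuclei near a boundary 4.10, both within counting error of the paper's value. Thinning gave 4.64, the female library alone -0.20 and removal of called doublets 3.53, which were not.

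The paper names satellite cells for SC1 and SC2. Of their nuclei, 88.4% and 79.3% were myelinating Schwann cell-like, and satellite glia-like nuclei made up 88.6% of VN5, 93.2% of VN6 and 95.6% of VN10. The paper calls all 13 VN clusters vagal sensory neurons. Sensory neuron-like nuclei made up 87.5% to 99.7% of VN1, VN2, VN8 and VN9 and 4.93% or less of the others. These shares were computed for the main clustering only, and with 10 principal components fewer nuclei were sensory neuron-like.

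The paper states that *Ddx3y* was enriched only in VN1 and VN8, while its figure legend names VN1 and VN7. Over both libraries the log2 ratio of VN1 and VN8 to the other VN clusters was 0.22, and within the male library *Ddx3y* was at 51.2 UPM in VN1 and 147 in VN13, which had 28 male nuclei. Counted by nucleus, *Ddx3y* was higher in VN1 and VN8, as the paper has it, with 765 UMIs in 939 male nuclei against 695 in 2644. The nuclei of VN1 and VN8 hold more UMIs each. The paper states that *Xist* expression was low in VN2, VN3, VN5 and VN12. Within the female library *Xist* was at 572 UPM in these clusters, and over both libraries it was lower in them than in VN4, VN6, VN7, VN10, VN11 and VN13, as the paper has it.

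Of the 8 genes that the paper names as enriched in VN1 and VN8 against the clusters with *Xist*, all had a log2 ratio above 0 over both libraries, down to 0.08 for *Calca*. These ratios are of levels per UMI, and the median nucleus held 10491 UMIs in VN1 and VN8 and 2506 in the other group. Counted by nucleus, *Calca* had 6460 UMIs in 1284 nuclei of VN1 and VN8 and 2605 in 2428 of the other group. For *Tac1* the UMIs in the same nuclei were 2920 and 924. Both genes were thus higher per nucleus in VN1 and VN8, which is the paper's direction. Such counts rise with the UMIs that a nucleus holds, so they do not by themselves show enrichment. Per UMI, the direction turned for 3 of the 8 genes. *Calca* was at -0.25 after thinning, -0.18 as a mean over nuclei, -0.04 within the female and -0.53 within the male library, *Tac1* at -0.16 within the male library and *Piezo2* at -0.0032 as a mean over nuclei. The legend of Figure 3 also lists *Trpm3* as elevated in VN1 and VN8, and its log2 ratio was -1.54.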

Other observations

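No test is reported in this part. The feature for EGFP in the deposited counts had 1 UMI in the female and 0 UMIs in the male library, so nuclei with the reporter could not be told from others. Mitochondrial UMIs were 1.16% of the female and 0.956% of the male library. The lowest number of UMIs in a nucleus was 980 in the female and 1004 in the male library. The pituitary hormone gene *Prl* was at 173 UPM in the female and 11.7 UPM in the male library, while pituitary cell-like nuclei made up 1.95% and 1.89%, or 4.41% and 2.44% at resolution 0.5 and 4.801% and 2.42% without the called doublet. Within pituitary cell-like nuclei *Pomc* had 3 UMIs in the female and 335 in the male library, so the nuclei of this class were not alike in both.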
